# Decoupling the downstream effects of germline nuclear RNAi reveals that H3K9me3 is dispensable for heritable RNAi and the maintenance of endogenous siRNA-mediated transcriptional silencing in *Caenorhabditis elegans*

**DOI:** 10.1186/s13072-017-0114-8

**Published:** 2017-02-15

**Authors:** Natallia Kalinava, Julie Zhouli Ni, Kimberly Peterman, Esteban Chen, Sam Guoping Gu

## Abstract

**Background:**

Germline nuclear RNAi in *C. elegans* is a transgenerational gene-silencing pathway that leads to H3K9 trimethylation (H3K9me3) and transcriptional silencing at the target genes. H3K9me3 induced by either exogenous double-stranded RNA (dsRNA) or endogenous siRNA (endo-siRNA) is highly specific to the target loci and transgenerationally heritable. Despite these features, the role of H3K9me3 in siRNA-mediated transcriptional silencing and inheritance of the silencing state at native target genes is unclear. In this study, we took combined genetic and whole-genome approaches to address this question.

**Results:**

Here we demonstrate that siRNA-mediated H3K9me3 requires combined activities of three H3K9 histone methyltransferases: MET-2, SET-25, and SET-32. *set*-*32* single, *met*-*2 set*-*25* double, and *met*-*2 set*-*25;set*-*32* triple mutant adult animals all exhibit prominent reductions in H3K9me3 throughout the genome, with *met*-*2 set*-*25;set*-*32* mutant worms losing all detectable H3K9me3 signals. Surprisingly, loss of high-magnitude H3K9me3 at the native nuclear RNAi targets has no effect on the transcriptional silencing state. In addition, the exogenous dsRNA-induced transcriptional silencing and heritable RNAi at *oma*-*1*, a well-established nuclear RNAi reporter gene, are completely resistant to the loss of H3K9me3.

**Conclusions:**

Nuclear RNAi-mediated H3K9me3 in *C. elegans* requires multiple histone methyltransferases, including MET-2, SET-25, and SET-32. H3K9me3 is not essential for dsRNA-induced heritable RNAi or the maintenance of endo-siRNA-mediated transcriptional silencing in *C. elegans*. We propose that siRNA-mediated transcriptional silencing in *C. elegans* can be maintained by an H3K9me3-independent mechanism.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13072-017-0114-8) contains supplementary material, which is available to authorized users.

## Background

Following the initial discovery of RNAi [1, 2], a variety of small RNA-mediated silencing phenomena have been uncovered. There is a considerable diversity in the biogenesis of small RNA, biochemical function of the Argonaute (AGO) protein, as well as downstream effects among different silencing pathways that involve small RNA. In addition to the posttranscriptional gene silencing (PTGS) mechanism, in which the AGO-siRNA complexes, also referred to as RNA-induced silencing complex (RISC), degrade target mRNA [3–6], RNAi can also induce heterochromatin and (co-)transcriptional gene silencing at the target locus (reviewed in [7–11]). These so-called nuclear RNAi effects, initially discovered in plants and *Schizosaccharomyces pombe*, provide one of the first examples that RNA can function as a sequence-specific guide to regulate chromatin structure. Subsequent studies in these systems revealed that nuclear RNAi plays critical roles in gene regulation, heterochromatin assembly, genome surveillance and chromosome stability. Recent studies have shown that the nuclear RNAi pathway and its role in genome surveillance are conserved in animals as well. In *Drosophila melanogaster*, PIWI protein and the PIWI-interacting RNA (piRNA) silence transposons through both PTGS and transcriptional gene silencing (TGS) mechanisms [12–15]. piRNA-dependent heterochromatin formation at transposable elements was also shown to occur in mammalian germ cells [16].

In *Caenorhabditis elegans,* nuclear RNAi is required for H3K9me3 and transcriptional silencing in a distinct set of genomic loci that have high levels expression of endo-siRNA (more on the native targets later in Background). Besides endo-siRNA, exogenous dsRNA can also trigger highly specific nuclear RNAi effects at native genes or transgenes [17–21]. The dsRNA-induced H3K9me3 in *C. elegans* can last for at least three generations after the initial dsRNA exposure has been removed [18].

Several NRDE (nuclear RNAi-defective) proteins [19, 20, 22] and a germline nuclear Argonaute protein, HRDE-1 [17, 21, 23], are essential for nuclear RNAi in *C. elegans*, but not PTGS. Previous studies have indicated that dsRNA-triggered gene silencing can persist for multiple generations in *C. elegans* [24–26]. Mutant *C. elegans* strains lacking nuclear RNAi components (e.g., HRDE-1, NRDE-1, or NRDE-2) are defective in heritable RNAi induced by either dsRNA or piRNA [17, 21, 23, 24] and exhibit other transgenerational defects, such as the mortal germline (Mrt) phenotype [17, 21] and heat-induced progressive activation of native target genes [27]. These features make *C. elegans* a uniquely attractive system to study the mechanisms of RNA-mediated chromatin regulation and transgenerational epigenetics, as well as their roles in germline development.

Methylation of histone H3 at lysine 9 (H3K9me), the hallmark of constitutive heterochromatin, is an evolutionarily conserved response of nuclear RNAi [9, 28]. Studies in *S. pombe* have indicated a complex role of H3K9me2/3. Tethering H3K9 methyltransferase (HMT), Clr4, to a target gene leads to transcriptional silencing [29, 30]. H3K9 methylation is also required for stable interaction between RNAi machineries and chromatin [9], which convolutes the determination of the direct cause of transcriptional silencing—whether it being heterochromatin, RNAi, or both. The complexity of the system is further evidenced by the role of heterochromatin in promoting co-transcriptional silencing [31].

In *C. elegans*, H3K9me3-marked regions form large domains, enriched in the arms of autosomes, particularly the ones associated with meiotic pairing center, and the left tip of the sex chromosome [32, 33]. Previous studies have shown that H3K9 methylation is involved in a diverse set of functions: germline development and immortality [12, 34–36], chromosome nuclear localization [37], dosage compensation [38], RNAi [18, 21, 22, 36], and maintaining the genome stability [39].

We previously showed that germline nuclear RNAi-dependent H3K9me3 is highly enriched in long terminal repeat (LTR) retrotransposons [40]. Even though these regions account for only a small fraction of the total H3K9me3-enriched regions in *C. elegans* genome, H3K9me3 profiles at these native germline nuclear RNAi targets are prominent and defined [17, 40]. By performing whole-genome analyses using the *hrde*-*1* loss-of-function mutant, we identified loci with the *g*ermline nuclear RNAi-dependent heterochromatin (GRH) and loci with *g*ermline nuclear RNAi-dependent transcriptional silencing (GRTS) in the *C. elegans* genome [40]. Interestingly, GRTS and GRH loci only partially overlap. GRTS loci tend to have much less H3K9me3 defects than the GRH loci in *hrde*-*1* mutants. Conversely, many GRH loci show little changes in transcriptional repression in *hrde*-*1* mutants. These results highlight the complexity of germline nuclear RNAi in *C. elegans,* suggesting that the two germline nuclear RNAi effects, H3K9me3 and transcriptional silencing, may not be causally linked.

In this study, we combined genetic and whole-genome approaches to characterize the requirement of H3K9me3 for transcriptional silencing at nuclear RNAi targets. *C. elegans* has 38 putative histone methyltransferases (HMTs) [41, 42]. It is unclear which of them are required for the H3K9me3 response associated with nuclear RNAi. MET-2 (a H3K9 mono- and dimethylation HMT) [43] and SET-25 (a H3K9 trimethylation HMT) are required for all detectable H3K9me3 at the embryonic stage, as shown by mass spectrometry analysis [37, 44]. A recent study also showed a complete loss of H3K9me3 in adult germline of *met*-*2 set*-*25* mutants by immunofluorescence (IF) analysis and de-silencing in the *met*-*2 set*-*25* mutants leads to increased genome-instability and mutation [39]. Interestingly, many H3K9me3-enriched loci, including LTR retrotransposons, remain silenced in *met*-*2 set*-*25* mutant worms [39]. Despite the prominent loss of H3K9me3 in *met*-*2 set*-*25* mutants, SET-32 and SET-26 were also shown to be H3K9 HMTs by IF [38] and in vitro HMT assay [42], respectively. A candidate screen using a transgene reporter showed that SET-25 is required for exogenous dsRNA-induced heritable RNAi and SET-32 is required for piRNA-induced gene silencing [21]. The H3K9me3 status at these nuclear RNAi reporter transgenes is unclear. In addition, the requirement of H3K9me3 for nuclear RNAi-mediated transcriptional silencing at native genes has not been tested.

## Results

### MET-2, SET-25, and SET-32 are required for exogenous dsRNA-triggered H3K9me3

We first performed H3K9me3 ChIP-seq in *met*-*2 set*-*25* double mutant worms to examine the requirement of these two HMTs for exogenous dsRNA-triggered H3K9me3. 

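H3K9me3 ChIP-seq measured how much DNA was recovered with histone H3 trimethylated at lysine 9 in synchronized young adults of 5 strains. These were WT, the HMT mutants set-32, met-2 set-25 and met-2 set-25;set-32, and hrde-1, which lacks the nuclear Argonaute protein HRDE-1. Each strain was grown at 19 °C on 3 kinds of bacteria (OP50, gfp RNAi and oma-1 RNAi), with 1 library for each strain and feeding and 15 libraries in all. The authors aligned the reads to the WS190 genome with Bowtie 0.12.7, kept perfect alignments, counted a read with several matches in parts, and gave RPKM values for windows of 1 kb across the genome. The paper's Table S1 lists 2717460 to 8786700 reads per library, and the step that a single read makes in the RPKM values gave 2446000 to 7227000 aligned reads, the depth these values use. The median window held 22 to 70 reads, depending on the library. For the comparisons below, 506 windows marked as misannotated by the authors and 22 windows with a mean under 3 RPKM over all libraries were left out, which left 99742 windows. At oma-1 the RPKM values were used as they stood, and for the genome-wide comparisons each library was also scaled to its median over the H3K9me3(−) windows, which the paper names for Fig. 5a and Fig. S3a, with depth normalization alone elsewhere. The 3 feedings served as the 3 samples of a strain, with feeding as a block in limma on log2(RPKM + 1), and a window was called at an adjusted p under 0.05 with at least a 2-fold change. The strain labels could be checked on the DNA only in part. At set-32 on chromosome I, the first of its 2 windows held 3.06 ± 1.65 RPKM (SD, n = 6 libraries) in the strains with the set-32 deletion and 6.39 ± 1.85 RPKM (SD, n = 9) in the other strains, and the ranges overlap (0.600 to 4.98 and 3.43 to 8.72 RPKM). The window at 13288 kb of chromosome III was at 0 in every library of met-2 set-25 and met-2 set-25;set-32, while the windows near 0 in hrde-1 lay on chromosome II and the paper places hrde-1 on chromosome III. Library names of set-32 and of the triple mutant carry other prefixes than those of WT, met-2 set-25 and hrde-1. The sample labels do not say what a prefix stands for. A difference that goes with the prefix, such as one in preparation, cannot be told apart from these strains.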

We chose a germline-specific gene *oma*-*1* as the target gene as it is sensitive to dsRNA-induced nuclear RNAi [17, 45]. Despite the popular usage of *oma*-*1* in nuclear RNAi and heritable silencing studies (e.g., [17, 24, 45, 46]), a high-resolution profile of dsRNA-induced H3K9me3 at this locus has not been reported before. A combination of control samples, including wild-type and *hrde*-*1* mutant animals, both with *oma*-*1* RNAi, as well as wild-type animals with control RNAi (*gfp*), were used to indicate the full extent of HRDE-1-dependent H3K9me3 response at the *oma*-*1* locus. Synchronized young adult animals, of which over 50% of total cells are germline [47], were used throughout this study. (Additional file 1: Table S1 lists all samples and sequencing libraries used in this study.)

The *oma*-*1* dsRNA-induced H3K9me3 response was analyzed using coverage plot (Fig. 1a) and whole-genome 1-kb-resolution scatter plot (Fig. 1b–f). 

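In WT, H3K9me3 at oma-1, a gene that acts in oocyte maturation, was higher with oma-1 RNAi than with gfp RNAi, and its windows ranked above all others in the genome by this change. The 2 windows of oma-1 on chromosome IV (WS190) held 26.4 RPKM on average with oma-1 RNAi and 7.12 RPKM with gfp RNAi, a ratio of 3.70 (95% counting interval 2.86 to 4.85). Among the 99742 windows, the first of these windows ranked 1 and the second ranked 2 by the change between the 2 feedings, with log2 changes of 1.82 and 1.66 on the log2(RPKM + 1) scale. In all, 32 windows had a change of at least 2-fold on that scale. Each value came from 1 library, so the intervals cover counting error only.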

In WT, *oma*-*1* dsRNA-induced H3K9me3 peaked at the dsRNA trigger region (0.52 kb) (Fig. 1a) and was limited to *oma*-*1* (Fig. 1b), a degree of specificity similar to the ones observed for other targets in our previous study [40]. 

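Outside oma-1, the WT ratio of oma-1 RNAi to gfp RNAi was lower within 1 window on either side. It was 1.83 in the next window to the left (95% counting interval 1.12 to 3.02) and 1.83 in the next to the right (1.01 to 3.35), against 3.86 and 3.50 in the 2 windows of oma-1. With oma-1 RNAi, the left neighbour held 9.90 RPKM, within the 3.52 to 10.2 RPKM of the 10 libraries without oma-1 RNAi, and the right neighbour held 6.91 RPKM, above their 1.92 to 5.22 RPKM. Farther out, the ratios were 1.24 and 0.760 at 2 and 3 windows to the left, and 0.510 and 0.799 at 2 and 3 windows to the right. A window of 1 kb can hold part of oma-1 together with part of its flank.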

The H3K9me3 response spread throughout the *oma*-*1* gene (~2 kb) and dropped to the background level around the putative *oma*-*1* promoter and the polyadenylation site, without spreading into either of the adjacent genes, both of which are less than 0.5 kb away (Fig. 1a). The H3K9me3 response was absent in the *hrde*-*1* mutant (*oma*-*1* RNAi) or WT (control RNAi) worms (Fig. 1a–c), as expected [17, 45].

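In hrde-1 mutants with oma-1 RNAi, H3K9me3 at oma-1 was 7.22 RPKM (95% counting interval 5.37 to 9.49), which was 0.274 times the WT level with oma-1 RNAi (0.198 to 0.372). The hrde-1 level with gfp RNAi was 5.15 RPKM. Its ratio between the feedings was 1.40, and the interval of 0.941 to 2.08 includes 1, so a response was not detectable at this depth. The 10 libraries without oma-1 RNAi, WT with gfp RNAi among them, held 3.84 to 9.475 RPKM at oma-1, with a median of 6.825 RPKM.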

**Fig. 1:**
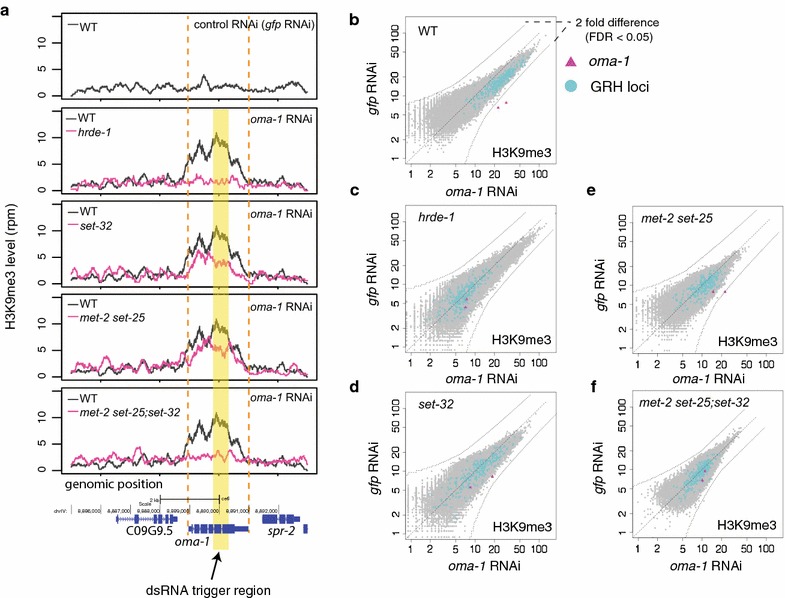
MET-2, SET-25, and SET-32 are required for the dsRNA-triggered H3K9me3 response at *oma*-*1.* **a** H3K9me3 levels in different samples are plotted as a function of position along the *oma*-*1* locus. The WT response (*oma*-*1* RNAi) is shown in all panels, except the *top one* (WT with *gfp* RNAi), to facilitate comparison with mutant ones. A *yellow block* indicates the region targeted by dsRNA. **b**–**f** Scatter plots that compare whole-genome H3K9me3 levels in *oma*-*1* RNAi and *gfp* RNAi samples at 1 kb resolution for WT and various mutant strains. *oma*-*1* regions (2 kb) and GRH loci (215 kb) are *highlighted*. *Curved dotted lines* indicate the twofold change (FDR < 0.05). Synchronized young adult animals (19 °C) were used throughout this study

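Without MET-2 and SET-25, H3K9me3 at oma-1 still responded to oma-1 RNAi, at a lower level than in WT. The met-2 set-25 mutants held 18.6 RPKM (95% counting interval 15.8 to 21.7) with oma-1 RNAi and 7.94 RPKM with gfp RNAi, a ratio of 2.34 (1.76 to 3.15). With oma-1 RNAi this was 0.706 times WT (0.573 to 0.868). Within met-2 set-25, the first window of oma-1 ranked 2 of 99742 by its change between the feedings, and the second ranked 197. There is 1 library per strain and feeding, and no replicate check.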

Compared to WT, *met*-*2 set*-*25* mutants showed only a partial defect in the H3K9me3 response at the *oma*-*1* locus (Fig. 1a–e), suggesting that additional H3K9 HMT(s) are involved. This was somewhat surprising because of the more severe H3K9me3 defect at the whole-genome level observed in the same mutant sample (Fig. 4a and see later section). In addition, previous studies showed that *met*-*2 set*-*25* double mutants were devoid of H3K9me3 at the embryo stage [37, 44], as well as in adult germline [39].

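In the met-2 set-25 library with oma-1 RNAi, other regions had a larger loss of H3K9me3 than oma-1. On the scale of the H3K9me3(−) median, its level at oma-1 was 0.623 times WT, while the median ratio was 0.399 in the H3K9me3(+) windows, the top 5 percent of windows by WT H3K9me3. A loss of more than 50% relative to WT was found in 76.4% of the 5031 H3K9me3(+) windows of this library.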

We then performed *oma*-*1* RNAi and H3K9me3 ChIP-qPCR to screen additional H3K9 HMT mutants (Additional file 2: Fig. S1), among which only *set*-*32* mutant and *met*-*2 set*-*25;set*-*32* triple mutant worms showed defects in the H3K9me3 response at the *oma*-*1* locus (Additional file 2: Fig. S1). *met*-*2* or *set*-*25* single mutants did not show any defect in the H3K9me3 response (Additional file 2: Fig. S1). We further confirmed the requirement of *set*-*32* by H3K9me3 ChIP-seq analysis (Fig. 1a). 

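In set-32 mutants, H3K9me3 at oma-1 was 13.6 RPKM (95% counting interval 11.0 to 16.7) with oma-1 RNAi and 6.53 RPKM with gfp RNAi, a ratio of 2.09 (1.49 to 2.95). The response was weaker than in WT, at 0.517 times the WT level with oma-1 RNAi (0.401 to 0.662). By its change between the feedings, the first window of oma-1 ranked 72 of 99742 and the second ranked 4128. These are single libraries, and the set-32 library has another name prefix than the WT library.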

Compared to *met*-*2 set*-*25* mutants (*oma*-*1* RNAi), *set*-*32* mutants (*oma*-*1* RNAi) showed a stronger defect in the H3K9me3 response at the *oma*-*1* locus (∆H3K9me3_*oma*-*1*_ [*set*-*32*/WT] = 0.32 and ∆H3K9me3_*oma*-*1*_ [*met*-*2 set*-*25*/WT] = 0.55) (Fig. 1a, d, e), indicating that SET-32 plays a more prominent role than MET-2 SET-25 in dsRNA-induced H3K9me3. 

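With oma-1 RNAi, the set-32 mutants held 0.733 times as much H3K9me3 at oma-1 as the met-2 set-25 mutants (95% counting interval 0.560 to 0.954). Scaled to the H3K9me3(−) median, this ratio was 0.865 with an interval of 0.661 to 1.13 that includes 1, so a difference between the 2 strains was not detectable on that scale. When the gfp RNAi level of each strain was subtracted first, the response relative to WT was 0.369 in set-32 and 0.554 in met-2 set-25. The strains lay farthest apart in the second window of oma-1, where set-32 was at 0.393 and met-2 set-25 at 0.661 times WT. In the first window the values were 0.606 and 0.738. From the weaker response in set-32, the paper concludes that SET-32 has the larger part in dsRNA-induced H3K9me3.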

Similar to *hrde*-*1* mutants (*oma*-*1* RNAi), *met*-*2 set*-*25;set*-*32* mutants (*oma*-*1* RNAi) showed a background level of H3K9me3 ChIP-seq signal at the *oma*-*1* locus (Fig. 1a, c, f), suggesting that MET-2, SET-25, and SET-32, in combination, contribute to the full H3K9me3 response induced by exogenous dsRNA.

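In the triple mutant, H3K9me3 at oma-1 was 10.5 RPKM (95% counting interval 8.87 to 12.3) with oma-1 RNAi, 8.305 RPKM with gfp RNAi and 9.475 RPKM on OP50. The ratio of oma-1 RNAi to gfp RNAi was 1.26, and its interval of 0.986 to 1.62 includes 1, so a response was not detectable at this depth. With oma-1 RNAi the triple mutant was at 0.398 times WT (0.321 to 0.491) and at 1.45 times hrde-1 (1.05 to 2.04). Scaled to the H3K9me3(−) median, both strains were at 0.256 times WT, and the triple mutant was at 0.997 times hrde-1 (0.721 to 1.40). The first and second windows of oma-1 ranked 26792 and 4331 of 99742 in the triple mutant by their change between the feedings, and 16033 and 4918 in hrde-1.

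**Figure D1:**
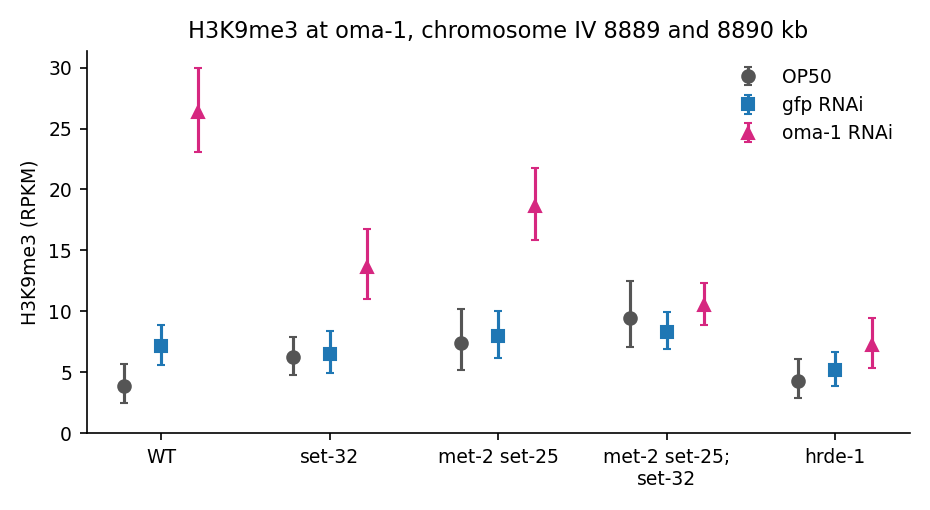
Mean H3K9me3 in RPKM of the 2 windows of oma-1 for each strain and feeding, with 1 library per point and bars for the 95% counting interval. With oma-1 RNAi, WT stands at 26.4 RPKM, met-2 set-25 at 18.6, set-32 at 13.6, the triple mutant at 10.5 and hrde-1 at 7.22.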

### H3K9me3 is not required for exogenous dsRNA-induced transcriptional silencing and heritable RNAi

To investigate the role of H3K9me3 in nuclear RNAi and heritable silencing, we performed a set of heritable RNAi experiments using wild-type, *hrde*-*1, met*-*2 set*-*25, set*-*32,* and *met*-*2 set*-*25;set*-*32* mutant strains with *oma*-*1* or *gfp* RNAi (Fig. 2a). qRT-PCR analyses of *oma*-*1* mRNA and pre-mRNA were performed for the dsRNA-exposed animals (P0 generation) and their descendants (F1, F2, and F3) that were cultured without dsRNA exposure.

**Fig. 2:**
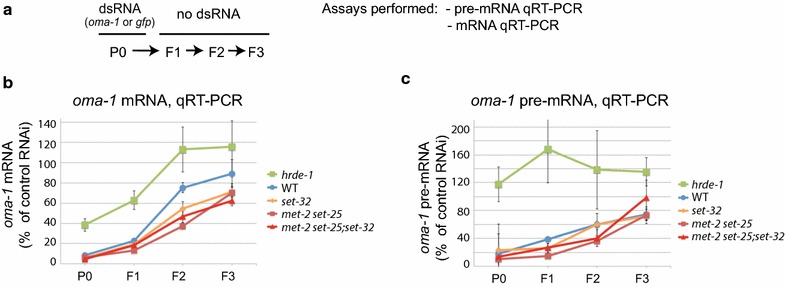
Requirement of H3K9me3 in heritable RNAi and transcriptional silencing of *oma*-*1*. **a** Experimental scheme. **b**, **c** mRNA and pre-mRNA levels of *oma*-*1* RNAi samples, normalized to the control RNAi, are plotted as a function of generations for WT or various mutant strains

In the WT animals, *oma*-*1* RNAi caused heritable silencing of the target gene in F1, F2, and F3 at both mRNA and pre-mRNA levels (Fig. 2b, c). The heritable silencing was dependent on HRDE-1 (Fig. 2b, c), as expected [17, 24].

All three HMT mutant strains (*met*-*2 set*-*25, set*-*32, and met*-*2 set*-*25;set*-*32*) showed wild-type-like multigenerational profiles of *oma*-*1* pre-mRNA (Fig. 2c), despite various degrees of H3K9me3 defect at the *oma*-*1* locus. These results indicate that heritable transcriptional silencing can occur in the absence of the H3K9me3 response. We note that all three HMT mutant strains had a modest but consistently enhanced heritable RNAi at the mRNA level (Fig. 2b).

To further examine nuclear RNAi-mediated transcriptional silencing at *oma*-*1*, we performed RNA polymerase II (Pol II) ChIP-seq for the P0 generation samples, using an antibody against the phosphorylated C-terminal domain (CTD) repeat YSPTSPS at the S2 position (S2P), a modification associated with the elongating Pol II. 

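Pol II ChIP-seq used an antibody against the S2-phosphorylated CTD and covered WT, set-32, met-2 set-25, met-2 set-25;set-32 and hrde-1 with gfp RNAi and oma-1 RNAi, in 10 libraries with 1 for each strain and feeding. The values are RPKM per 1-kb window, made by the authors as for H3K9me3. Table S1 of the paper lists 4398420 to 9709570 reads per library, and the step of a single read gave 3817000 to 6782000 aligned reads, at a median of 13 to 35 reads per window. Only the authors' depth normalization was used, as in the paper, and no scaling to H3K9me3(−) windows was added. The 2 feedings served as the 2 samples of a strain in limma, with feeding as a block, and the windows and thresholds of the H3K9me3 comparison were kept. The first window of set-32 held 3.41 ± 1.54 RPKM (SD, n = 4 libraries) in the strains with its deletion and 12.7 ± 4.50 RPKM (SD, n = 6) in the others, and the second window held 12.7 ± 0.461 and 14.3 ± 1.90 RPKM.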

Our scatter plot analysis showed that, compared to *gfp* RNAi, *oma*-*1* RNAi did not change the overall Pol II levels at the *oma*-*1* locus in wild-type, *set*-*32,* or *met*-*2 set*-*25;set*-*32* mutant worms (Fig. 3a, c, d) [a modest reduction in the Pol II level was observed in the *oma*-*1* RNAi sample for *met*-*2 set*-*25* mutants (Fig. 3b)]. However, coverage plot analysis showed that *oma*-*1* RNAi changed the Pol II profile at the target gene. Specifically, it led to a reduction in the Pol II level at the 3′ end (for WT and all three HMT mutant strains) and an increase in the gene body (all samples except *met*-*2 set*-*25* mutants) (Fig. 3e). Such Pol II shift is consistent with a model in which exogenous dsRNA-induced transcriptional silencing occurs at the elongation step, as previously suggested [19].

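Over the 2 kb of oma-1, Pol II was close to its gfp RNAi level with oma-1 RNAi in WT, set-32 and the triple mutant, lower in met-2 set-25 and higher in hrde-1. The ratio of oma-1 RNAi to gfp RNAi was 1.10 in WT (95% counting interval 0.958 to 1.27), 0.946 in set-32 (0.829 to 1.08) and 1.06 in the triple mutant (0.903 to 1.24). It was 0.531 in met-2 set-25 (0.436 to 0.644), with 18.0 RPKM against 33.9 RPKM. The hrde-1 value was 1.59 (1.38 to 1.82). When each library was scaled to the median of its windows, the ratios were 1.50 in WT, 2.46 in hrde-1, 1.26 in the triple mutant and 0.773 in met-2 set-25. These intervals cover counting error in single libraries.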

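In the window to the right of the 2 kb of oma-1, Pol II was lower with oma-1 RNAi than with gfp RNAi in WT and all HMT mutants. The ratio there was 0.736 in WT (95% counting interval 0.600 to 0.901), 0.654 in set-32 (0.538 to 0.795), 0.581 in met-2 set-25 (0.451 to 0.746) and 0.630 in the triple mutant (0.507 to 0.782). In hrde-1 it was 1.30 (1.07 to 1.57). In the first window of oma-1 the ratio was 1.29 in WT (1.02 to 1.64) and 1.77 in hrde-1 (1.44 to 2.18). It was 1.15 in set-32 and 1.11 in the triple mutant, with intervals of 0.935 to 1.41 and 0.846 to 1.45 that include 1, and 0.718 in met-2 set-25 (0.529 to 0.970). In the second window it was 1.01 in WT (0.845 to 1.21), 0.822 in set-32 (0.691 to 0.978), 0.430 in met-2 set-25 (0.329 to 0.557), 1.03 in the triple mutant (0.847 to 1.26) and 1.45 in hrde-1 (1.21 to 1.75). After scaling to the median of all windows, the ratio to the right of oma-1 was 0.998 in WT (0.814 to 1.22) and 0.846 in met-2 set-25 (0.656 to 1.09), so a lower level in these strains was not detectable on that scale. On that scale the first window was at 1.23 in set-32 (1.00 to 1.51), 1.31 in the triple mutant (1.00 to 1.72) and 1.05 in met-2 set-25 (0.770 to 1.41), so whether it differs from 1 in these strains depends on the scaling. From the shift of Pol II in its coverage plots, the paper proposes a model in which silencing by exogenous dsRNA occurs at elongation.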

**Fig. 3:**
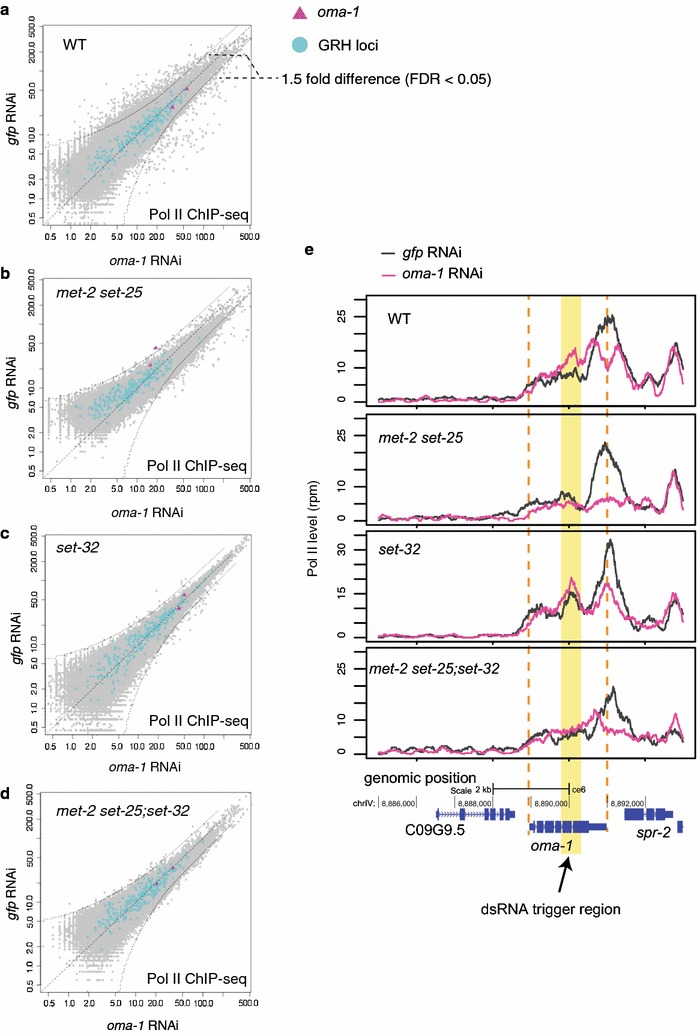
Impact of RNAi on Pol II profile at the *oma*-*1* locus. **a**–**d** Scatter plots that compare whole-genome Pol II levels in *oma*-*1* RNAi and *gfp* RNAi samples at 1 kb resolution for WT and various mutant strains. *oma*-*1* regions (2 kb) and GRH loci (215 kb) are *highlighted*. *Curved dotted lines* indicate the 1.5-fold change (FDR < 0.05). **e** Pol II levels are plotted as a function of position along the *oma*-*1* locus

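Measured over the level on OP50, the oma-1 RNAi response of WT was 22.5 RPKM above 3.84 RPKM. By the same subtraction, set-32 kept 0.329 and met-2 set-25 kept 0.499 of the WT response. The triple mutant kept 0.0448 and hrde-1 kept 0.130. The triple mutant with oma-1 RNAi was at 0.564 times the met-2 set-25 level (95% counting interval 0.447 to 0.710) and at 0.769 times the set-32 level (0.589 to 1.01). Scaled to the H3K9me3(−) median, these ratios were 0.410 (0.326 to 0.517) and 0.474 (0.363 to 0.6225).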

Taken together, these results indicate that MET-2, SET-25, and SET-32 in combination are responsible for the full H3K9me3 response for exogenous dsRNA-triggered H3K9me3. However, these HMTs are not required for dsRNA-induced transcription silencing or heritable silencing.

### MET-2, SET-25, and SET-32 in combination contribute to all of the detectable H3K9me3 at the native nuclear RNAi targets in adult animals

When examined at the global level, *set*-*32, met*-*2 set*-*25*, and *met*-*2 set*-*25;set*-*32* mutant worms all showed significant reduction in the H3K9me3 ChIP-seq signal compared to WT (Fig. 4a and Additional file 3: Fig. S2). *met*-*2 set*-*25;set*-*32* triple mutants had the most severe global H3K9me3 loss among the three HMT mutant strains and showed H3K9me3 depletion throughout each of the six chromosomes (Fig. 4a and Additional file 3: Fig. S2). *met*-*2 set*-*25* double mutants ranked the second and had a severity of H3K9me3 loss similar to *met*-*2 set*-*25;set*-*32* mutants. *set*-*32* mutants showed the least global H3K9me3 loss among the three HMT mutant strains. 

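H3K9me3 in the regions richest in it was lowest in the triple mutant, next in met-2 set-25, then in set-32, when each strain was averaged over its feedings. The median of the H3K9me3(+) windows over that of the H3K9me3(−) windows was 8.03 ± 4.94 in WT, 4.79 ± 0.829 in set-32, 2.82 ± 0.678 in met-2 set-25 and 2.06 ± 0.213 in the triple mutant (SD, n = 3 feedings each). In hrde-1 it was 5.98 ± 0.913 (SD, n = 3). All libraries of met-2 set-25 and of the triple mutant lay below all WT libraries (exact two-sided permutation test of 3 against 3 libraries, p = 0.1 for each, the smallest p of this test, which does not match libraries by feeding). For set-32 the exact permutation test gave p = 0.4 and for hrde-1 p = 0.8. The WT libraries themselves ranged from 3.76 with gfp RNAi to 6.90 with oma-1 RNAi and 13.4 on OP50.

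**Figure D2:**
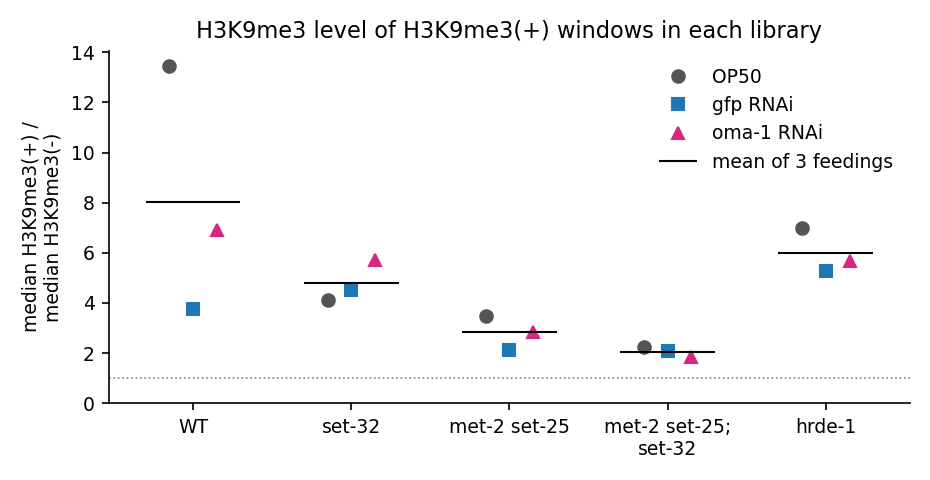
Median RPKM of the H3K9me3(+) windows divided by the median RPKM of the H3K9me3(−) windows, for each strain and feeding, with 1 library per point and a line at the mean of the 3 feedings; the dotted line marks equal levels. WT spans 3.76 to 13.4, and the triple mutant lies lowest at 1.83 to 2.26.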

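The H3K9me3(+) windows were set here as the top 5 percent of windows by H3K9me3 in WT on OP50, which took those with at least 27.2 RPKM. This gave 5031 windows, of which 126 were GRH and 150 were GRTS windows, and 4776 windows lay outside both groups. The H3K9me3(−) windows, from the 5th to the 25th percentile, were 22228 windows at 1.60 to 4.48 RPKM. When WT with gfp RNAi set the top 5 percent, 4227 of the 5031 windows were the same.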

To quantify the loss of H3K9me3, we defined the top 5 percentile regions of H3K9me3 in WT as the H3K9me3(+) regions (Additional file 4: Table S3). The median values of ∆H3K9me3[mutant/WT] for these H3K9me3(+) regions were 0.30, 0.25, and 0.17 for *set*-*32*, *met*-*2;set*-*25*, and *met*-*2;set*-*25;set*-*32* mutants, respectively (Fig. 5a and Additional file 6: Fig. S3a, all *p* values <2.2 × 10^−16^).

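In H3K9me3(+) windows, H3K9me3 fell in met-2 set-25 and the triple mutant across the feedings. The median ratio to WT was 0.398 ± 0.155 in met-2 set-25 and 0.319 ± 0.201 in the triple mutant (SD, n = 3 feedings each; adjusted p = 0.00632 and 0.00239 from limma's fry). In set-32 it was 0.761 ± 0.444 (SD, n = 3; adjusted p = 0.125 from limma's fry), which does not pass the threshold. On OP50 the ratios were 0.294 in set-32, 0.242 in met-2 set-25 and 0.158 in the triple mutant. With oma-1 RNAi they were 0.814, 0.399 and 0.256, and with gfp RNAi 1.18, 0.553 and 0.545. The windows were picked by their WT level on OP50, so their lower level in mutants on OP50 is not independent evidence of a loss. With windows set from WT with gfp RNAi instead, the set-32 ratio on OP50 was 0.343, so that choice alone does not account for it. Without the oma-1 RNAi libraries, the fry calls ended in met-2 set-25 and the triple mutant, at ratios of 0.398 and 0.351, while set-32 passed the threshold with depth normalization only (0.708, adjusted p = 0.00672 from limma's fry) and with the windows set from WT with gfp RNAi (0.705, adjusted p = 0.0446).

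**Figure D3:**
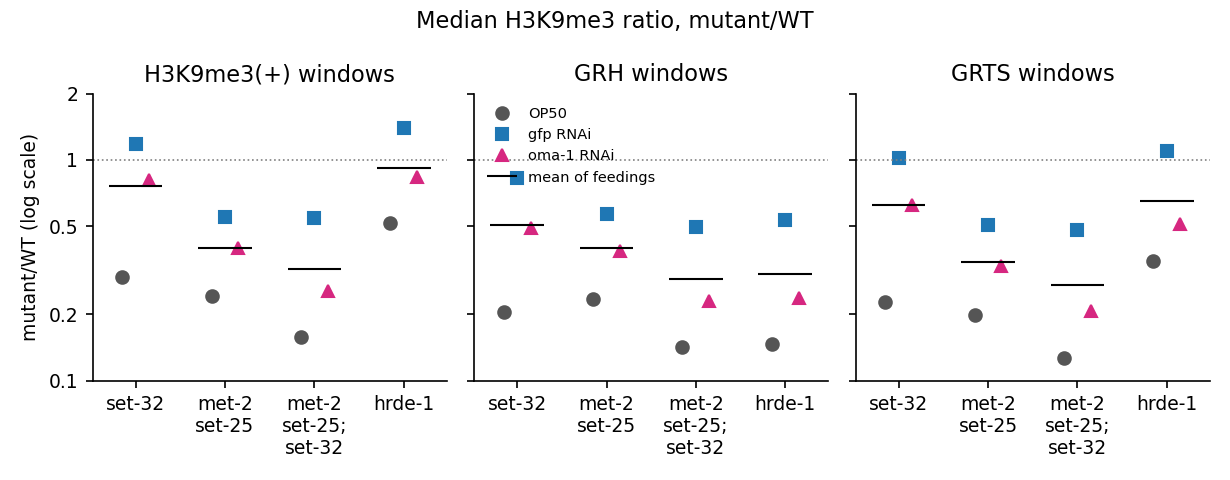
Median H3K9me3 ratio of each mutant to WT in H3K9me3(+), GRH and GRTS windows on a log axis, with 1 point per feeding, a line at the mean of the 3 feedings, and a dotted line at 1. On OP50 the ratios in H3K9me3(+) windows are 0.294 in set-32 and 0.158 in the triple mutant, and with gfp RNAi they are 1.18 and 0.545.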

**Fig. 4:**
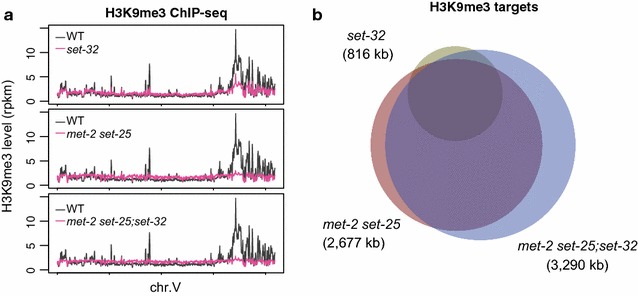
Global H3K9me3 contribution of MET-2, SET-25, and SET-32. **a** H3K9me3 levels are plotted as a function of position in chromosome V for WT and HMT mutant strains (the effect is the same for other chromosomes, see Additional file 3: Fig. S2). A moving average with a sliding window of 50 kb was used to plot H3K9me3 levels. **b** A Venn diagram of H3K9me3 regions that are dependent on SET-25, MET-2 SET-25, and MET-2 SET-25;SET-32. Targets were identified as regions with ∆H3K9me3[mutant/WT] ≤0.5 (FDR < 0.05) in two replica (Additional file 6: Fig. S3)

**Fig. 5:**
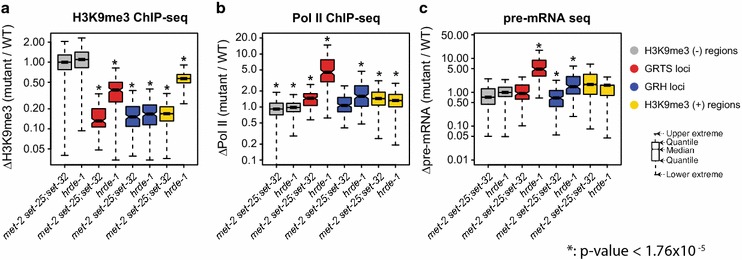
Impact of *met*-*2 set*-*25;set*-*32* mutations and *hrde*-*1* mutation on **a** H3K9me3, **b** Pol II, and **c** pre-mRNA in different subsets of the genome: GRTS loci (191 kb), GRH loci (215 kb), top 5-percentile H3K9me3 regions in WT [H3K9me3(+) regions, 4775 kb], and bottom 5 to 25-percentile H3K9me3 regions in WT [H3K9me3(−) regions, 20,200 kb]. Boxplot analysis is used to describe the ratios between mutant and WT for H3K9me3, Pol II, and pre-mRNA

By using ∆H3K9me3[mutant/WT] ≤0.5 (FDR < 0.05) as the cutoff, we identified 816 kb regions with SET-32-dependent H3K9me3, which were much less than the ones that required MET-2 SET-25 (2677 kb) or all three HMTs (3290 kb) (Fig. 4b, Additional file 5: Fig. S4a, b, and Additional file 4: Table S3). 

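Windows with less H3K9me3 than in WT were few in set-32 and many in met-2 set-25 and the triple mutant. limma called 466 windows lower and 11 higher in set-32, 6066 lower and 118 higher in met-2 set-25, and 9173 lower and 13 higher in the triple mutant, of 99742 windows (adjusted p under 0.05 and at least 2-fold). The 10 regions with the largest mean rise in met-2 set-25 all lay in a single block of chromosome V. Pol II in this block, relative to its flanks, was also higher in met-2 set-25, at 2.09 to 2.33 times WT. Of the H3K9me3(+) windows, 4.09% were lower in set-32, 81.1% in met-2 set-25 and 97.4% in the triple mutant. Of the GRH windows, 57.2% were lower in set-32 (123 of 215), and of the GRTS windows 9.95% (19 of 191). By their mean change, the first regions in set-32 were 18047 to 18063 kb of chromosome V, which fell by 2.27 on the log2 scale, and 15579 to 15597 kb of chromosome V, which fell by 1.94. At the first of them, the triple mutant held 2.76 RPKM on OP50, in the library that shares its name prefix with the set-32 libraries. With gfp RNAi and oma-1 RNAi it held 10.0 and 7.39 RPKM. All of these triple mutant libraries carry the set-32 mutation, so the low level there followed the prefix of the library name. Chromosome IV fell by 2.27 on the log2 scale at 2896 to 2914 kb in met-2 set-25, and fell by 2.37 at 2895 to 2918 kb in the triple mutant, among the 3 largest mean falls of each strain. In the authors' deposited table, 816, 2677 and 3290 windows are marked as dependent on SET-32, MET-2 SET-25 and all of these HMTs in both repeats, and limma called 28.9%, 99.2% and 99.6% of those it tested. With depth normalization only, 4024 windows were lower and 283 higher in met-2 set-25, and 4349 lower and 512 higher in the triple mutant. The set-32 count rested on single feedings, with 2170 windows lower without the gfp RNAi libraries, 134 without OP50 and 136 without oma-1 RNAi, and with only set-32 and WT in the fit it was 64. Leaving out the same feedings gave 2061 to 8523 windows in met-2 set-25, lowest without oma-1 RNAi, and 4809 to 14725 in the triple mutant, lowest without oma-1 RNAi and highest without gfp RNAi.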

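Of the 466 windows lower in set-32, 340 (73.0%) were also lower in met-2 set-25 and 442 (94.8%) in the triple mutant. Independent lists of these sizes would share 28.3 and 42.9 windows. Simulated unchanged strains shared 0 in 20 draws, in which the WT libraries were simulated too. With noise drawn separately for each window, these draws cannot show how much overlap the real WT libraries bring. Of the 6066 windows lower in met-2 set-25, 5754 were lower in the triple mutant. In the authors' deposited table, 727 of the 816 windows marked for set-32 are also marked for met-2 set-25, and 89 are not. All strains were compared with the same WT libraries, so part of each overlap may be shared chance.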

Regions with SET-32-dependent H3K9me3 largely overlapped with the MET-2 SET-25-dependent ones (Fig. 4b). 

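In the triple mutant, H3K9me3(+) windows held 1.83 to 2.26 times the H3K9me3(−) level in the 3 feedings, GRTS windows 1.81 to 2.13 times and GRH windows 1.32 to 1.52 times. WT ranged from 3.76 to 13.4, from 4.13 to 16.6 and from 2.83 to 10.9 times. Relative to the excess over the H3K9me3(−) level in WT, the loss in H3K9me3(+) windows of the triple mutant was 89.9% on OP50, 85.9% with oma-1 RNAi and 60.9% with gfp RNAi. The median over all 99742 windows was 1.42 to 1.68 times the H3K9me3(−) level in the triple mutant, so H3K9me3(+) windows stayed above the typical window in each feeding. The H3K9me3(−) windows served as the background, since input DNA was not used here.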

Taken together, these results indicate that MET-2, SET-25, and SET-32, in combination, contribute to all detectable level of H3K9me3 ChIP-seq signal in adult *C. elegans*. Interestingly, both *set*-*32* and *met*-*2 set*-*25* mutants had more than 50% H3K9me3 loss in many regions throughout the genome compared to wild-type animals, suggesting a synergistic relationship between SET-32 and MET-2 SET-25.

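On OP50, most H3K9me3(+) windows lost more than 50% of H3K9me3 in both set-32 and met-2 set-25, at 97.3% of 5031 windows. With oma-1 RNAi this was 3.82% and with gfp RNAi 0.358%. With gfp RNAi, 35.5% of the windows lost this much in met-2 set-25 and 0.477% in set-32, and on OP50 98.0% and 98.3%. On OP50 the losses of 74.9% in set-32 and 80.0% in met-2 set-25, measured over the H3K9me3(−) level, add to 155%, against 89.9% in the triple mutant. With oma-1 RNAi they add to 88.6%, against 85.9%, and with gfp RNAi to 31.6%, against 60.9%, where set-32 had a higher level than WT. From losses above 50% in each strain, the paper proposes a synergistic relationship between SET-32 and MET-2 SET-25.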

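The native targets were taken as the authors mark them, with 215 GRH windows (heterochromatin dependent on germline nuclear RNAi) and 191 GRTS windows (transcriptional silencing dependent on it), 25 of them in both groups. In WT, GRTS windows held more H3K9me3 than GRH windows. On OP50 their medians were 47.9 and 31.4 RPKM, with gfp RNAi 25.3 and 17.4 RPKM, and with oma-1 RNAi 36.9 and 25.2 RPKM. The median over all windows was 7.04, 8.47 and 7.83 RPKM in these libraries.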

We then limited our analysis to the native targets of germline nuclear RNAi. Consistent with our previous work [40], *hrde*-*1* mutation led to a much stronger loss of H3K9me3 in GRH than GRTS loci, as shown in exemplary targets in Fig. 6a, b. 

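At cer8, an LTR retrotransposon and GRTS locus on chromosome V, hrde-1 mutants held 34.0 ± 0.628 RPKM of H3K9me3 and WT 56.1 ± 18.0 RPKM (SD, n = 3 feedings each). At the GRH locus of Fig. 6b on chromosome V, hrde-1 held 10.3 ± 0.915 RPKM and WT 25.8 ± 6.53 RPKM (SD, n = 3). Scaled to the H3K9me3(−) median, cer8 in hrde-1 was at 0.360 times WT on OP50, 0.570 with oma-1 RNAi and 1.22 with gfp RNAi. The GRH locus was at 0.246, 0.326 and 0.854 in the same order. Across the genome, limma called 649 windows lower and 74 higher in hrde-1 than in WT. They included 201 of 215 GRH windows (93.5%) and 53 of 191 GRTS windows (27.7%), against 6.48% of H3K9me3(+) windows. Apart from a stretch of chromosome II with windows near 0 in hrde-1, 12740 to 12748 kb of chromosome II, where 7 windows are GRH, fell by 2.38 on the log2 scale, and 4188 to 4192 kb of chromosome IV, where all 5 are GRH, fell by 2.36. The lower count ranged from 251 without the oma-1 RNAi libraries to 1214 without gfp RNAi, and was 345 without OP50. GRH loci were themselves chosen by their loss in hrde-1 mutants, in earlier work of the authors.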

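In hrde-1 mutants, H3K9me3 in GRH windows fell to 0.305 ± 0.202 times WT (SD, n = 3 feedings; adjusted p = 0.00239 from limma's fry). In GRTS windows the ratio was 0.653 ± 0.391 (SD, n = 3; adjusted p = 0.0526 from limma's fry), which does not pass the threshold. The GRH ratio was 0.147 on OP50, 0.236 with oma-1 RNAi and 0.533 with gfp RNAi, and the GRTS ratio was 0.350, 0.515 and 1.09. In every feeding, GRH windows lost more than GRTS windows, with a difference of log2 medians of -1.25 on OP50, -1.04 with gfp RNAi and -1.12 with oma-1 RNAi. The mean difference was -1.14 ± 0.11 (SD, n = 3; exact two-sided permutation test of hrde-1 against WT libraries, p = 0.1, the smallest that 3 against 3 allow). Without the oma-1 RNAi libraries the fry call for GRH ended at a ratio of 0.340, and the GRTS ratio passed the threshold without gfp RNAi (0.432, adjusted p = 0.0207 from limma's fry), with depth normalization only (0.595, adjusted p = 0.000832) and with the windows set from WT with gfp RNAi (0.604, adjusted p = 0.0169).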

Similar results were obtained when GRTS and GRH loci were analyzed as groups: the median values of ∆H3K9me3[*hrde*-*1*/WT] were 0.17 for GRH and 0.38 for GRTS loci (both *p* values <2.2 × 10^−16^, Fig. 5a and Additional file 6: Fig. S3a). The partial H3K9me3 loss in *hrde*-*1* mutants indicates that GRTS carry both HRDE-1-dependent and HRDE-1-independent H3K9me3.

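GRTS windows of hrde-1 mutants held 4.03 to 5.16 times the H3K9me3(−) level, while their GRH windows held 1.33 to 1.44 times that level. Relative to the H3K9me3(+) windows of the same library, which hold part of the target windows, GRTS windows were at 0.753 ± 0.0528 in hrde-1 and 1.19 ± 0.0776 in WT (SD, n = 3 libraries each). The exact two-sided permutation test, which does not match libraries by feeding, gave p = 0.1, the smallest that it allows. GRH windows were at 0.238 ± 0.0339 and 0.7997 ± 0.0423 (SD, n = 3) by the same measure and with the same p. These ratios within a library varied less between the feedings than the ratios to WT. From the partial loss, the paper concludes that GRTS loci carry H3K9me3 of both kinds, dependent on HRDE-1 and independent of it.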

**Fig. 6:**
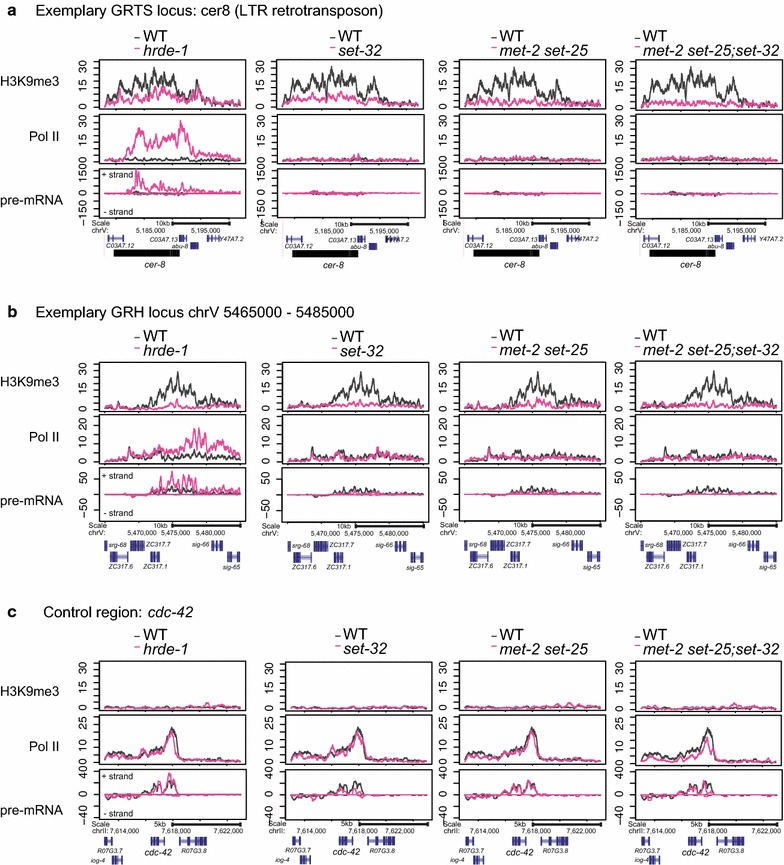
Coverage plots of H3K9me3, Pol II, and pre-mRNA in **a** an exemplary GRTS locus, **b** an exemplary GRH locus, and **c** a control region. For pre-mRNA coverage plots, sense reads are plotted above the *y* = 0 line (antisense bellow)

*met*-*2 set*-*25;set*-*32* triple mutants showed a background level of H3K9me3 at both the GRTS and GRH nuclear RNAi targets (Fig. 6a, b). This is expected because of the aforementioned genome-wide depletion of H3K9me3 in the same mutant worms. *met*-*2 set*-*25* double mutant and *set*-*32* mutant worms both showed strong H3K9me3 loss at both GRTS and GRH loci (Fig. 6a, b). 

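In the triple mutant, H3K9me3 was 15.6 ± 0.750 RPKM at cer8 and 11.9 ± 0.529 RPKM at the GRH locus of Fig. 6b (SD, n = 3 feedings each). These levels were 2.17 to 2.81 times and 1.66 to 2.07 times the H3K9me3(−) level of the same libraries, while in WT they were 6.18 to 25.7 times and 3.01 to 10.8 times. At the control region of cdc-42 on chromosome II, the triple mutant held 5.85 ± 0.0919 RPKM and WT 4.59 ± 1.52 RPKM (SD, n = 3), or 0.860 to 1.03 times the H3K9me3(−) level in the triple mutant.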

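At cer8, met-2 set-25 held 17.0 ± 1.18 RPKM and set-32 30.8 ± 5.30 RPKM (SD, n = 3 feedings each). At the GRH locus of Fig. 6b, they held 13.1 ± 0.905 and 12.9 ± 0.774 RPKM. Relative to WT in the same feeding, cer8 was at 0.162 on OP50, 0.284 with oma-1 RNAi and 0.416 with gfp RNAi in met-2 set-25, and at 0.222, 0.682 and 1.02 in set-32, after scaling to the H3K9me3(−) median. The GRH locus was at 0.309, 0.436 and 0.655 in met-2 set-25 and at 0.231, 0.510 and 0.974 in set-32, in the same order. Each of these ratios compares single libraries and has no replicate check.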

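Averaged over the feedings, H3K9me3 in GRH windows fell in all HMT mutants. The median ratio to WT was 0.509 ± 0.312 in set-32, 0.398 ± 0.168 in met-2 set-25 and 0.290 ± 0.186 in the triple mutant (SD, n = 3 feedings each; adjusted p = 0.0107, 0.00632 and 0.00239 from limma's fry). In GRTS windows the ratios were 0.625 ± 0.399, 0.345 ± 0.156 and 0.272 ± 0.188 (SD, n = 3; adjusted p = 0.0494, 0.00632 and 0.00239 from limma's fry). On OP50, the GRH ratios were 0.205, 0.235 and 0.142, and the GRTS ratios 0.227, 0.197 and 0.127, for set-32, met-2 set-25 and the triple mutant. With gfp RNAi they were 0.827, 0.571 and 0.498 in GRH windows and 1.02, 0.508 and 0.484 in GRTS windows. Each of these calls ended without the oma-1 RNAi libraries, with GRH ratios of 0.516, 0.403 and 0.320 and GRTS ratios of 0.625, 0.353 and 0.305, and the set-32 calls and the met-2 set-25 call in GRH ended without OP50 too, at 0.661, 0.824 and 0.480.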

The median values of ∆H3K9me3[mutant/WT] for *set*-*32, met*-*2 set*-*25,* and *met*-*2 set*-*25;set*-*32* mutants were 0.21, 0.25 and 0.15 in GRH loci (0.23, 0.20, and 0.13 in the GRTS loci, respectively) (Fig. 5a and Additional file 6: Fig. S3a, all *p* values <2.2 × 10^−16^). Therefore, these HMTs together are required for HRDE-1-dependent and HRDE-1-independent H3K9me3 at the native germline nuclear RNAi targets.

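Most windows of the native targets were lower in H3K9me3 in the triple mutant than in WT, with 207 of 215 GRH windows (96.3%) and 166 of 191 GRTS windows (86.9%) called by limma. In met-2 set-25 it called 159 GRH and 154 GRTS windows lower, and in set-32 123 and 19. Of the 649 windows lower in hrde-1, 592 were also lower in the triple mutant, where independent lists would share 59.7. Simulated unchanged strains shared 0 in 20 draws, but the WT libraries were simulated too, so the draws cannot show what the real ones bring. Part of the excess over independent lists may come from the WT libraries that both comparisons share.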

### H3K9me3 is dispensable for transcriptional silencing at the native nuclear RNAi targets

To determine the impact of H3K9me3 loss on the transcriptional silencing in the native germline nuclear RNAi targets, we performed coverage analyses of Pol II ChIP-seq, and pre-mRNA-seq for two exemplary native targets and a control region (Fig. 6a–c). *set*-*32, met*-*2 set*-*25, and met2 set*-*25;set*-*32* mutants all showed background levels of Pol II occupancy and pre-mRNA at these two targets, similar to WT, despite partial or complete H3K9me3 loss in the mutants. In contrast, *hrde*-*1* mutant worms showed dramatic increases in both Pol II occupancy and pre-mRNA at these two targets, even though it had only partial H3K9me3 loss at *cer8,* a GRTS locus (Fig. 6a).

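At cer8, Pol II in the HMT mutants was near its WT level of 6.59 ± 0.0849 RPKM (SD, n = 2 feedings). It was 6.68 ± 0.208 RPKM in set-32, 7.24 ± 1.94 RPKM in met-2 set-25 and 8.58 ± 0.911 RPKM in the triple mutant (SD, n = 2 each). The GRH locus of Fig. 6b held 10.5 ± 0.0951 RPKM in WT, 8.04 ± 0.783 RPKM in set-32, 8.12 ± 0.553 RPKM in met-2 set-25 and 7.12 ± 0.761 RPKM in the triple mutant. At cdc-42, Pol II was 23.6 ± 2.26 RPKM in WT and 15.9 ± 3.55 RPKM in the triple mutant. With 2 libraries per strain no exact test can pass a threshold, and the pre-mRNA data were not analysed here.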

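In hrde-1 mutants, Pol II at cer8 was 53.9 RPKM with gfp RNAi and 74.3 RPKM with oma-1 RNAi, 8.26 and 11.2 times WT in the same feedings. At the GRH locus of Fig. 6b, it was 24.8 and 25.2 RPKM, 2.38 times WT in each. At the control region of cdc-42 the ratios were 0.824 and 1.27. The stretch around cer8 from 5179 to 5200 kb of chromosome V was among the 10 regions with the largest mean rise of Pol II in hrde-1, by 2.60 on the log2 scale, and 18 of its windows are GRTS. The highest adjusted p of its called windows was 0.0398 from limma.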

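Pol II rose in GRTS windows of hrde-1 mutants, with a median ratio to WT of 4.57 with gfp RNAi and 5.18 with oma-1 RNAi (adjusted p = 0.000806 from limma's fry). Of 191 GRTS windows, 160 (83.8%) were called higher by limma, where 0.887 would be higher if the 463 higher windows were spread evenly. The largest mean rises were at 17568 to 17574 kb of chromosome V, 4123 to 4135 kb of chromosome IV and 2150 to 2162 kb of chromosome II, by 3.28, 3.15 and 3.06 on the log2 scale, where 5, 9 and 9 windows are GRTS. Windows of like WT Pol II level outside the H3K9me3-rich and target windows had ratios of 1.03 and 0.878. Without the trend term in limma, 211 windows were higher in hrde-1 instead of 463. GRTS loci were chosen by their de-silencing in hrde-1 in earlier work of the authors, so this rise is not independent of that choice.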

Consistent with our previous study, *hrde*-*1* mutant worms showed strong transcriptional de-silencing in GRTS loci: the median values of ∆Pol II [*hrde*-*1*/WT] and ∆pre-mRNA [*hrde*-*1*/WT] were 4.52 and 4.85, respectively (*p* values <3.42 × 10^−15^) (Fig. 5b, c). In contrast, *met*-*2 set*-*25;set*-*32* mutants showed only a modest increase in Pol II occupancy at GRH loci overall: the median value of ∆Pol II [*met2 set*-*25;set*-*32*/WT] was 1.46 (*p* value <3.01 × 10^−13^). 

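In the triple mutant, Pol II in GRTS windows had a median ratio to WT of 1.47 with gfp RNAi and 1.52 with oma-1 RNAi (adjusted p = 0.0795 from limma's fry), which does not pass the threshold. Over windows of like WT Pol II level, these ratios were 1.25 and 1.21. limma called 21 of 191 GRTS windows higher in the triple mutant and 7 in set-32, where an even spread of the calls over all windows gives 3.53 and 1.34. In met-2 set-25 the GRTS ratios were 1.27 with gfp RNAi and 0.933 with oma-1 RNAi. There limma called 0 GRTS windows higher, with 0.571 for an even spread, and 1 lower. The median of the window ratios over all windows was 1.21 and 1.28 in the triple mutant, and the library medians were 6.13 and 5.16 RPKM against 4.69 and 3.46 RPKM in WT. When each library was scaled to its median over all windows, the mean GRTS ratio was 1.07.

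**Figure D4:**
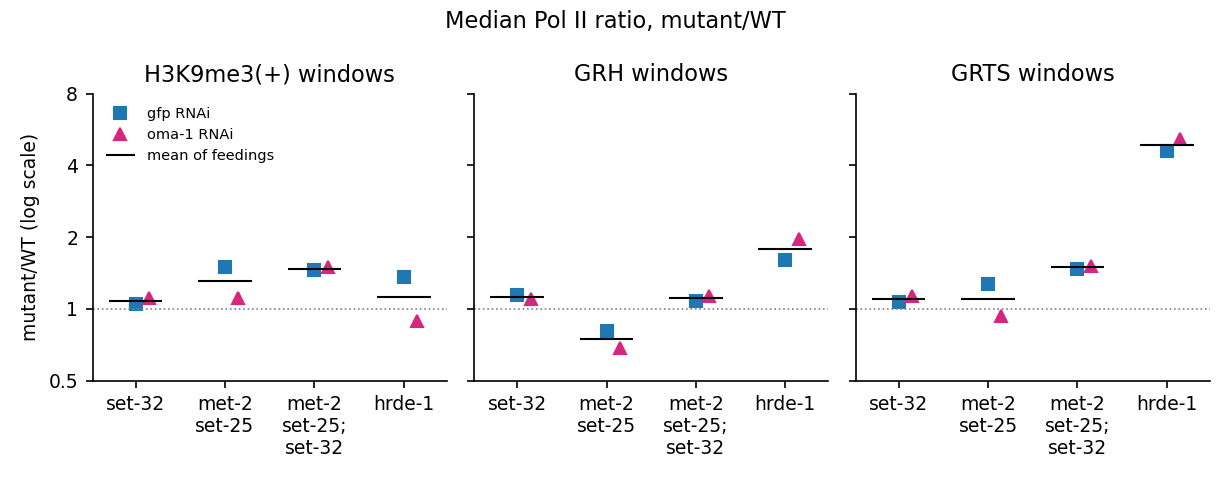
Median Pol II ratio of each mutant to WT in H3K9me3(+), GRH and GRTS windows on a log axis, with 1 point per feeding, a line at the mean of the 2 feedings, and a dotted line at 1. In GRTS windows hrde-1 stands at 4.57 and 5.18 and the triple mutant at 1.47 and 1.52.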

Importantly, *met*-*2 set*-*25;set*-*32* mutants did not show any increase in pre-mRNA at GRTS loci: the median value of ∆pre-mRNA [*met2 set*-*25;set*-*32*/WT] was 0.93 (*p* value = 0.062). In addition, GRH loci showed unchanged Pol II occupancy in *met*-*2 set*-*25;set*-*32* mutants (the median value of ∆Pol II [*met2 set*-*25;set*-*32*/WT] = 1.07, *p* value = 0.16) and an unexpected decrease in pre-mRNA (the median value of ∆pre-mRNA [*met2 set*-*25;set*-*32*/WT] was 0.68, *p* value = 7.59 × 10^−10^) (Fig. 5b, c and Additional file 6: Fig. S3b-c).

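In GRH windows of the triple mutant, the median Pol II ratio to WT was 1.08 with gfp RNAi and 1.13 with oma-1 RNAi (adjusted p = 0.337 from limma's fry). limma called 14 of 215 GRH windows higher and 3 lower in the triple mutant, where an even spread of the calls over all windows gives 3.97 and 1.02. In set-32 it called 24 higher and 3 lower, with 1.51 and 2.85 for an even spread, and 18 of the 24 were lower in H3K9me3. In met-2 set-25 it called 14 lower, with 0.293 for an even spread. The GRH ratio was 1.15 and 1.10 in set-32 and 0.804 and 0.685 in met-2 set-25, with adjusted p = 0.245 and 0.0795 from limma's fry. In hrde-1, Pol II rose in GRH windows to 1.60 and 1.97 times WT (adjusted p = 0.00682 from limma's fry), with 79 windows higher and 2 lower. When each library was scaled to the median of all windows, the triple mutant's mean GRH ratio was 0.793, and the hrde-1 call ended at a mean ratio of 1.71.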

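H3K9me3(+) windows of the triple mutant had a median Pol II ratio to WT of 1.46 with gfp RNAi and 1.49 with oma-1 RNAi (adjusted p = 0.143 from limma's fry). Outside GRH and GRTS windows, H3K9me3(+) windows were at 1.11 and 1.06 times windows of like WT Pol II level in the triple mutant. limma called 218 of 5031 H3K9me3(+) windows higher (4.33%) and 20 lower, where an even spread of the calls over all windows gives 92.9 and 23.9. In set-32 the ratios were 1.05 and 1.11, in met-2 set-25 1.50 and 1.11, and in hrde-1 1.36 and 0.889, and their adjusted p from the same test ranged from 0.284 to 0.670, so none passed the threshold. Pol II in these windows was low, with a WT median of 3.78 RPKM with gfp RNAi and 3.00 RPKM with oma-1 RNAi.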

We note that the H3K9me3(+) regions in *met*-*2 set*-*25;set*-*32* mutants, on average, showed a modest increase in the Pol II level over WT: the median value of ∆Pol II [*met2 set*-*25;set*-*32*/WT] was 1.44 (*p* value = 1.47 × 10^−11^) (Fig. 5b, c and Additional file 6: Fig. S3b, c). However, the pre-mRNA increase in these regions was not statistically significant: the median value of ∆pre-mRNA [*met2 set*-*25;set*-*32*/WT] was 1.70 (*p* value = 0.63). Scatter plot analyses of H3K9me3 ChIP-seq, Pol II ChIP-seq, pre-mRNA-seq, and mRNA-seq confirmed that the loss of H3K9me3 was not associated with transcriptional de-silencing in most of the H3K9me3(+) regions (Additional file 7: Fig. S5). Furthermore, the overall germline chromosome morphology was similar between *met*-*2 set*-*25;set*-*32* mutant and wild-type worms (Additional file 8: Fig. S6). These data suggest that H3K9me3 plays, at most, a very limited role in germline chromatin condensation or transcription silencing at the global level.

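Of the windows that lost H3K9me3, 0.396% to 6.65% gained Pol II in the HMT mutants. Of the 9173 windows lower in H3K9me3 in the triple mutant, 271 (2.95%) were higher in Pol II, where independent lists would share 169.3. Among H3K9me3(+) windows alone, 201 of the 4899 windows lower in the triple mutant were higher in Pol II. In met-2 set-25 this was 24 of 6066 windows (0.396%), with 18.1 for independent lists, and in set-32 31 of 466 (6.65%), with 3.28. In hrde-1 it was 169 of 649 windows (26.0%), where independent lists would share 3.01. These counts depend on the settings of the Pol II test, which called 1841 windows higher in the triple mutant, 667 after scaling to the median of all windows, 3050 after scaling to the H3K9me3(−) median and 225 without the trend term. The windows shared with lower H3K9me3 were then 86, 433 and 31 in the triple mutant, with 61.3, 280.5 and 20.7 for independent lists, and 129, 172 and 82 in hrde-1, with 2.33, 3.15 and 1.37 (overlaps added after seeing the data). In set-32 they were 21, 31 and 8, with 2.275, 2.93 and 0.486, and in met-2 set-25 8, 34 and 2, with 10.8, 25.1 and 2.31. Windows that lost H3K9me3 had a median Pol II ratio of 1.32 and 1.33 in the triple mutant and of 1.36 and 1.62 in hrde-1, with gfp RNAi and oma-1 RNAi. Over all windows the median ratio was 1.21 and 1.28 in the triple mutant and 1.09 and 0.916 in hrde-1, in the same order. The test of Pol II has 2 libraries per strain, and on simulated data it recovered 67% of 4-fold and 3% of 2-fold changes, so smaller changes could be missed. These changes were planted only in windows above the median level, and recovery at lower Pol II was not measured. A planted 2-fold change lies at the limit of the call itself.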

### Germline nuclear RNAi-mediated H3K9me3 is accompanied with H3K27me at the native targets

To characterize the other known germline nuclear RNAi-mediated heterochromatin mark in *C. elegans*, H3K27me3 [45], at the whole-genome level, we performed H3K27me3 ChIP-seq in the wild-type and *hrde*-*1* mutant worms. Consistent with a previous study [45], we found that H3K27me3 was associated with both GRH and GRTS loci and was dependent on HRDE-1 (Fig. 7a, c). The median values for ∆H3K27me3 [*hrde*-*1/*WT] at GRTS and GRH loci were 0.68 and 0.38, respectively (all *p* values <2.2 × 10^−16^).

**Fig. 7:**
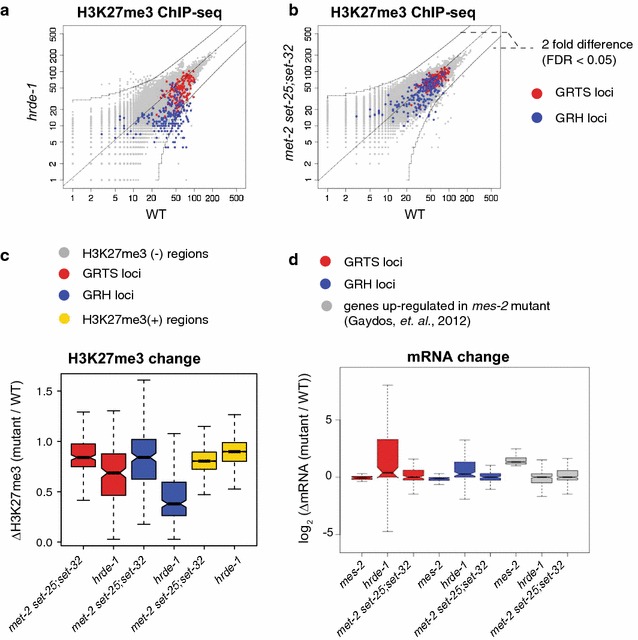
H3K27me3 is associated with native germline nuclear RNAi targets and not affected in *met*-*2 set*-*25;set*-*32* mutant worms. **a**, **b** Scatter plots comparing whole-genome H3K27me3 levels in WT and *hrde*-*1* or *met*-*2 set*-*25;set*-*32* mutants at 1 kb resolution. **c** Boxplot analysis showing H3K27me3 changes between WT and *met*-*2 set*-*25;set*-*32* or *hrde*-*1* mutant worms in different subsets of the genome: GRTS loci (191 kb), GRH loci (215 kb), top 5-percentile H3K27me3 regions in WT (H3K27me3 + regions, 4966 kb). **d** Boxplot analysis comparing mRNA expression between WT and *mes*-*2, hrde*-*1, or met*-*2 set*-*25;set*-*32* mutants in different subsets of the genome: GRTS loci (121 genes), GRH loci (142 genes), genes that are up-regulated in *mes*-*2* mutant worms (355 genes, ≥2 fold, FDR < 0.05). Published microarray data [48] were used for mRNA expression changes between *mes*-*2* mutant and WT worms

Just like H3K9me3, the correlation between HRDE-1-dependent-H3K27me3 and transcriptional silencing was different between the GRTS and GRH loci: GRTS loci showed a much weaker H3K27me3 loss than GRH loci in *hrde*-*1* mutants (Fig. 7a, c), comparing with a much stronger transcriptional de-silencing in GRTS than GRH loci (Fig. 5b, c). In addition, GRTS and GRH loci did not show de-silencing at mRNA level in *mes*-*2* mutants by using a published microarray data [48] (Fig. 7d), nor in *met*-*2 set*-*25;set*-*32* mutants by mRNA-seq analysis in this study (Fig. 7d). In contrast, these targets were activated in *hrde*-*1* mutants (Fig. 7d). Taken together, these results suggest that transcriptional silencing at HRDE-1 targets is likely to be independent of H3K27me3 as well.

We note that, by performing H3K27me3 ChIP-seq in *met*-*2 set*-*25;set*-*32* mutant worms, we found no evidence of any H3K27me3-based compensating mechanism for the H3K9me3 loss—the triple HMT mutant worms did not show increased H3K27me3 in GRTS and GRH loci (Fig. 7b, c).

## Discussion

In plants, *S. pombe*, as well as *Drosophila,* nuclear RNAi-mediated H3K9me3 is essential to maintain the transcriptional silencing state at target loci. Here we show that H3K9me3 is completely dispensable for the maintenance of endo-siRNA-mediated transcriptional silencing at the whole-genome level in *C. elegans*. In addition, H3K9me3 is not required for exogenous dsRNA-triggered transcriptional silencing and heritable RNAi in a well-established native gene target. These findings shift the paradigm of the *C. elegans* nuclear RNAi pathway, a key model system of studying RNA-mediated transcriptional silencing and transgenerational epigenetics.

### The H3K9me3 contributions of MET-2, SET-25, and SET-32 in HRDE-1-dependent regions and elsewhere in the genome

*C. elegans* has several H3K9 HMTs. Before this study, it was unclear which of these HMTs are required for siRNA-mediated H3K9me3. Here, we provide experimental evidence supporting that germline nuclear RNAi-dependent H3K9me3 requires MET-2, SET-25, and SET-32.

Interestingly, the relative H3K9me3 contributions of these three HMTs are not the same at different targets. Their activities appear to be synergistic at the native targets (endo-siRNA-targeted), as each of the two mutant strains, *met*-*2 set*-*25* and *set*-*32,* showed >50% of H3K9me3 loss compared to the wild type. Such synergy may be the underlying mechanism that allows the high level of H3K9me3 at the native targets. 

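At the native targets, the share of windows with more than 50% loss of H3K9me3 in both set-32 and met-2 set-25 was 89.3% of GRH and 86.9% of GRTS windows on OP50. With oma-1 RNAi it was 40.5% and 13.6%, and with gfp RNAi 5.58% and 1.05%. Measured over the H3K9me3(−) level, the losses in GRH windows of set-32 and met-2 set-25 on OP50 were 89.1% and 83.8%, against 94.8% in the triple mutant. For GRTS windows they were 82.9% and 84.8%, against 92.8%. With gfp RNAi, the GRH losses were 22.3% and 64.1%, against 76.5%, and in GRTS windows set-32 had no loss (−2.26%) and met-2 set-25 64.4%, against 68.7%. With oma-1 RNAi, they were 65.5% and 73.6%, against 93.2%, in GRH windows and 42.3% and 75.1%, against 89.1%, in GRTS windows. In each feeding, both mutants were compared with the same 1 WT library.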

The synergistic relationship is also evident for essentially all H3K9me3-enriched regions in the genome. The underlying mechanism for such apparent synergy is currently unknown. We also note that MET-2 SET-25 and SET-32 activities are not entirely mutually dependent, as the triple HMT mutant worms showed greater H3K9me3 loss than *met*-*2 set*-*25* or *set*-*32* mutants. 

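Between the mutants, limma called 5164 windows lower and 10 higher in the triple mutant than in set-32, and 74 lower and 2 higher than in met-2 set-25. Compared with met-2 set-25, set-32 had 1165 windows higher and 85 lower. GRH windows lay lower relative to H3K9me3(+) windows in set-32, at 0.501 ± 0.0370 times their level in the same library, than in met-2 set-25 (0.772 ± 0.0238), the triple mutant (0.694 ± 0.0259) or WT (SD, n = 3 libraries each). With depth normalization only, 852 windows were lower and 369 higher in the triple mutant than in set-32, 22 lower and 4 higher than in met-2 set-25, and 786 higher and 204 lower in set-32 than in met-2 set-25. Without the oma-1 RNAi libraries, 51 windows were lower in the triple mutant than in set-32, 5 were lower than in met-2 set-25, and 134 were higher in set-32 than in met-2 set-25. Libraries of set-32 and the triple mutant on OP50 share a name prefix, and the other triple mutant libraries have another.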

For exogenous dsRNA-induced H3K9me3, MET-2 SET-25-dependent H3K9me3 and SET-32-dependent H3K9me3 are additive, suggesting that the two are independently triggered by dsRNA.

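At oma-1, H3K9me3 with oma-1 RNAi minus that with gfp RNAi was 19.2 RPKM in WT, 10.7 RPKM in met-2 set-25, 7.10 RPKM in set-32 and 2.18 RPKM in the triple mutant. This difference was 0.113 times that of WT in the triple mutant and 0.108 times in hrde-1. By single windows, the triple mutant was at 0.352 times WT in the first window and at 0.462 times WT in the second with oma-1 RNAi. Each difference compares 2 single libraries, and no test of additivity was run.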

### RNAi-mediated transcriptional (or co-transcriptional) silencing at different types of targets

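Pol II was low over GRTS windows in WT, with a median of 5.11 RPKM with gfp RNAi and 4.12 RPKM with oma-1 RNAi, near the median over all windows of 4.69 and 3.46 RPKM. In hrde-1 the GRTS medians were 25.4 and 23.1 RPKM. GRH windows held 11.9 and 12.4 RPKM in WT and 21.1 and 27.5 RPKM in hrde-1. A ratio of hrde-1 to WT above 2 was found in 93.7% and 89.0% of GRTS windows and in 36.3% and 49.8% of GRH windows, with gfp RNAi and oma-1 RNAi. In the triple mutant such a ratio was found in 19.9% and 24.1% of GRTS windows, where 12.6% and 13.0% of GRH windows and 24.0% and 27.0% of the other H3K9me3(+) windows had one.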

Our ChIP-seq analyses show that HRDE-1-dependent silencing at native targets (endo-siRNA targeted) leads to depletion of Pol II throughout the regions, suggesting that transcription initiation is prevented. In contrast, exogenous dsRNA-triggered RNAi does not significantly change the overall Pol II level at the target gene, but causes a shift of the Pol II profile instead (a reduction at the 3′ end and a gain in the gene body). This suggests that exogenous dsRNA-triggered RNAi does not block transcription initiation, but rather occurs during transcription elongation (also suggested previously by [19]) or co-transcriptionally. It is conceivable that the actual effect of RNAi on transcriptional silencing (and perhaps the degree of heritable silencing) is dependent on various features associated with the target gene (e.g., promoter, chromatin landscape, and siRNA).

### The role of H3K9me3 in *C. elegans* germline nuclear RNAi

Our findings are consistent with two models. Model 1: H3K9me3 is not involved in siRNA-mediated transcription silencing and its function lies in another not yet identified aspect of germline nuclear RNAi. Model 2: H3K9me3 is involved in siRNA-mediated transcription silencing, together with an H3K9me3-independent silencing mechanism. Although these two models are mutually exclusive at any given target locus, they may both occur in *C. elegans* and used by different loci/silencing mechanisms that involve siRNA. A previous study showed that SET-32 and SET-25 are required for HRDE-1-dependent silencing using a GFP transgene as the piRNA reporter or exogenous dsRNA-induced heritable RNAi reporter [21]. In our study, these HMTs are not required for heritable silencing at a native reporter gene, *oma*-*1.* Future studies are required to explain this difference. Transgene reporter is a powerful tool in studying RNAi. However, the efficacy of small RNA-mediated silencing on a transgene reporter appears to be dependent on a variety of factors, such as transgene structure [23], epigenetic history [49, 50], and DNA sequence [51]. On the other hand, detailed characterization of additional native targets is needed to address whether heritable RNAi is regulated in a target-specific, context-dependent manner.

## Conclusions

We found that three H3K9 HMTs, MET-2, SET-25, and SET-32, are required for germline nuclear RNAi-mediated H3K9me3 in *C. elegans.* Loss of the prominent H3K9me3 response in *met*-*2 set*-*25;set*-*32* mutant worms is not associated with any defect in germline nuclear RNAi-mediated transcriptional silencing at the native targets. Therefore, a high level of H3K9me3 is dispensable for the maintenance of the HRDE-1-dependent transcriptional silencing in *C. elegans* germline. In addition, we found that dsRNA-induced H3K9me3 is not required for transgenerational silencing at *oma*-*1*. We propose that transcriptional and heritable silencing of germline nuclear RNAi pathway in *C. elegans* can be maintained in an H3K9me3-independent manner. Our discovery that H3K9me3 can be decoupled from transcriptional silencing in *C. elegans* provides a unique opportunity to study any H3K9me3-independent silencing mechanism, particularly the direct biochemical effect of AGO-siRNA complex on transcription and co-transcriptional processes.

## Methods

### Strains

Bristol strain N2 was used as a standard wild-type strain. This study used the following mutations: Chr I: *set*-*32(ok1457);* Chr II*: set*-*13(ok2697);* Chr III*: set*-*25(ok5021), hrde*-*1(tm1200);* Chr IV*: set*-*21(ok2327), set*-*26(tm3526),* and *set*-*9(red8);* Chr V*: met*-*2(n4256).* The *set*-*9(red8)* mutation has a stop codon and a frame shift in the first exon, which was generated in this study using the CRISPR-cas9-mediated genome editing [52, 53]. Genotyping primers and other relevant sequences are listed in Additional file 9: Table S2. All strains were cultured at 19 °C.

### Worm grind preparation

Worms were cultured on NGM plates with OP50 *E.coli* as a food source [54]. Synchronized young adult hermaphrodite animals were obtained by first using the bleaching method to collect worm embryos, which were hatched in M9 buffer without food, and then L1 larvae were released onto NGM plates with OP50 *E. coli*. Young adult worms were ground by mortar and pestle in liquid nitrogen and stored at −80 °C. Worm grind from ~5000 young adult worms was used for each assay in this study.

### Multigenerational heritable RNAi

Heritable RNAi experiments were conducted as previously described [18]. *oma*-*1* and *gfp* RNAi trigger sequences are reported in Additional file 9: Table S2. For *oma*-*1* RNAi, single nucleotide mismatch at every 30 nt was used to distinguish the trigger sequence from the native *oma*-*1* gene. All animals at P0 (with dsRNA feeding) and F1, F2, F3 (without dsRNA feeding) generations were collected at young adult stage and ground in liquid nitrogen.

### H3K9me3 ChIP-qPCR

Worm grinds of P0 generation of *oma*-*1* RNAi and *gfp* RNAi samples at young adult stage were used for crosslinking, sonication and ChIP according to the protocol described in [27]. H3K9me3 ChIP from ~5000 worms per grind yield 5–10 ng of DNA. 1 ng of ChIP DNA was used per qPCR reaction. qPCR was set up using KAPA SYBR FAST Universal 2× PCR Master Mix (KAPA Biosystems) on a Mastercycler EP Realplex real-time PCR system (Eppendorf) according to the manufacturer’s instructions. qPCR primers are listed in Additional file 9: Table S2. Each sample was processed in triplicate. Reported values for the *oma*-*1* RNAi H3K9me3 fold change were calculated using ∆∆CT analysis.

### mRNA and pre-mRNA qRT-PCR

Worm grinds of P0 (RNAi+) and F1, F2, F3 (RNAi−) generations were used for total RNA extraction with Trizol reagent (Life Technologies), followed by DNase I (NEB) treatment.

mRNA reverse transcription (RT). 1 μg of total RNA was used for the first-strand cDNA synthesis with SuperScript III RT kit (Life Technologies) and oligo(dT)_20_ primer (to enrich for mRNA).

Pre-mRNA RT. 2 μg of total RNA was used for the first-strand cDNA synthesis with SuperScript III RT kit (Life Technologies) and random hexamer primer mix (to capture pre-mRNA).

qRT-PCR. qRT-PCR was performed using KAPA SYBR FAST Universal 2× PCR Master Mix (KAPA Biosystems) on a Mastercycler EP Realplex real-time PCR system (Eppendorf) according to the manufacturer’s instructions. qPCR primers are listed in Additional file 9: Table S2. Each sample was processed in triplicate. Reported values for the fold change of mRNA and pre-mRNA at *oma*-*1* gene were calculated using ∆∆CT analysis.

### High-throughput sequencing

Pre-mRNA-seq. Pre-mRNA library was prepared as described in [40]. Anti-RNA Pol II S2 (ab5095, Abcam) antibodies were used for Pol II IP, followed by RNA isolation and library preparation.

mRNA-seq. Worm grinds (~5000 young adult worms) were used for total RNA extraction with Trizol reagent (Life Technologies). mRNA was enriched using the Poly(A) Purist MAG kit (Life Technologies) according to the manufacturer’s instructions. 0.5–1 μg of mRNA was used for mRNA-seq library preparation as described in [40]. A mixture of four different 4-mer barcodes was used for the 5′-end ligation in both mRNA and pre-mRNA-seq as indicated Additional file 1: Table S1.

All libraries were sequenced using Illumina HiSeq 2500 platform, with 50-nt single-end run and dedicated index sequencing. Dedicated 6-mer indexes were used to de-multiplex DNA ChIP-seq and RNA-seq libraries for different samples.

Data availability: De-multiplexed raw sequencing data in fastq format for all libraries were deposited in NCBI (GEO accession number: GSE86517).

### Data analysis

Sequencing reads were aligned to *C. elegans* genome (WS190 version) by using Bowtie (0.12.7) [55]. Only perfect alignments were used for data analysis. If a read was aligned to N different loci, it was counted as 1/N. Normalization based on sequencing depth of each library was used for all data analysis. In Fig. 5a and Additional file 6: Fig. S3a, besides sequencing depth, we also used the median values of H3K9me3(−) regions for data normalization. Otherwise, the background H3K9me3 levels in HMT mutants are artificially higher than the WT one, due to a high degree of H3K9me3 loss in a large fraction of the genome in the HMT mutants (e.g., Fig. 4a). The three-region Venn diagram was generated using a web-based software (http://www.benfrederickson.com/venn-diagrams-with-d3.js/). Custom R and python scripts were used in this study.

Curves that indicate twofold or 1.5-fold changes (FDR < 0.05) in all scatter plots were calculated using a script from [56]. Welch two-sample t test was used to calculate all *p* values.

## Additional files

**Additional file 1: Table S1.** List of experiments, libraries, sequencing depth and barcodes used in this study.

**Additional file 2: Figure S1.** H3K9me3 ChIP-qPCR analysis of *oma*-*1* dsRNA-triggered H3K9me3 response in WT and various mutants.

**Additional file 3: Figure S2.** H3K9me3 levels are plotted as a function of position on all chromosomes for WT and HMT mutants (the panels for chromosome V are also shown in Fig. 4a). 

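H3K9me3(+) windows lay mostly on the chromosome arms, with 39.1% in the left, 5.01% in the middle and 55.9% in the right part when each chromosome was cut into 3 parts of equal length. The right part of chromosome V held most, at 23.9% of its windows, followed by the right part of chromosome I (15.0%) and the left part of chromosome II (13.7%). In the 17 parts with at least 20 such windows, the mean ratio to WT over the feedings was 0.268 to 0.385 in the triple mutant, 0.323 to 0.506 in met-2 set-25 and 0.665 to 0.848 in set-32. The set-32 ratio differed between feedings, with 0.222 to 0.329 on OP50, 1.08 to 1.30 with gfp RNAi and 0.682 to 0.937 with oma-1 RNAi. In hrde-1 the mean was 0.713 to 1.07, below 1 in 13 of the 17.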

A moving average with a sliding window of 50 kb was used to plot H3K9me3 levels.

**Additional file 4: Table S3.** RPKM values of 1-kb windows for all ChIP-seq libraries used in this study. GRTS loci, GRH loci, SET-32-dependent H3K9me3, MET-2 SET-25-dependent H3K9me3, and MET-2 SET-25;SET-32-dependent H3K9me3 are indicated.

**Additional file 5: Figure S4.** Identification of H3K9me3 that is dependent on SET-32, MET-2 SET-25, or MET-2 SET-25;SET-32. (a) Whole-genome H3K9me3 scatter plots (1 kb resolution) that compare various HMT mutants with WT. (b) Venn diagram analysis between two biological repeats for H3K9me3 that is dependent on SET-32, MET-2 SET-25, or MET-2 SET-25;SET-32.

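The authors' deposited table marks windows in 2 repeats for each HMT mutant. All windows marked in repeat 1 were halved when the mutant on OP50 was divided by WT on OP50, and all marked in repeat 2 when the mutant with gfp RNAi was divided by the same WT library, so the repeats may share 1 WT library. For set-32 it marks 1160 and 1156 windows, 1500 in either repeat. For met-2 set-25 these counts are 2907 and 3800, with 4030 in either, and for the triple mutant 3568 and 4288, with 4566 in either. Of the windows marked in both repeats, 89.3% in set-32, 93.2% in met-2 set-25 and 92.1% in the triple mutant were H3K9me3(+) windows as set here. Among GRH windows, 47.4%, 43.3% and 55.8% are marked in both repeats, and among GRTS windows 46.1%, 63.9% and 70.7%. By limma, 44.2%, 67.3% and 53.4% of the lower windows of these strains were H3K9me3(+) windows.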

**Additional file 6: Figure S3.** Boxplot analysis for the ratios between mutant and WT for H3K9me3, Pol II, and pre-mRNA in different subsets of the genome: GRTS loci (191 kb), GRH loci (215 kb), top 5-percentile H3K9me3 regions in WT (H3K9me3(+) regions, 4775 kb), and bottom 5–25-percentile H3K9me3 regions in WT (H3K9me3(−) regions, 20,200 kb).

**Additional file 7: Figure S5.** Whole-genome scatter plots (1 kb resolution) that compare various mutant with WT for (a) H3K9me3 ChIP-seq, (b) Pol II ChIP-seq, and (c) pre-mRNA and (d) mRNA-seq (gene-based).

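Of 99742 windows, limma called 1320 lower and 702 higher in Pol II in set-32, 136 and 298 in met-2 set-25, 474 and 1841 in the triple mutant, and 135 and 463 in hrde-1. The largest mean fall and rise of set-32 lay outside the H3K9me3-rich and target windows. At 5651 to 5653 kb of chromosome X, Pol II was 46.3 ± 7.94 RPKM in set-32 and 2.34 ± 0.917 RPKM in WT, and at 10139 to 10141 kb of chromosome X it was 5.91 ± 1.85 and 76.1 ± 4.99 RPKM (SD, n = 2 feedings each). The triple mutant, which has the set-32 mutation too, held 3.49 ± 0.00236 RPKM at the first and 28.7 ± 7.35 RPKM at the second (SD, n = 2). In the triple mutant the largest mean rise was at 525 to 527 kb of chromosome IV, where 2 windows are GRTS, by 2.09 on the log2 scale. The same locus, from 525 to 528 kb, rose in hrde-1 by 2.61 on the log2 scale. When each library was scaled to the median of all windows, 4958 windows were lower and 667 higher in the triple mutant, so its direction depends on the scaling. Without the trend term in limma, 305 windows were lower and 104 higher in set-32, 21 and 38 in met-2 set-25, 33 and 225 in the triple mutant, and 53 and 211 in hrde-1.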

**Additional file 8: Figure S6.** DAPI staining of germline nuclei from WT and *met*-*2 set*-*25;set*-*32* mutant adult hermaphrodite. Scale bar: 10 µm.

**Additional file 9: Table S2.** Oligonucleotides and other sequences used in this study.

**Additional file 10: Table S4.** RPKM values of all annotated genes for all mRNA-seq libraries used in this study. GRTS loci, GRH loci, and H3K9me3-enriched genes are indicated.

**Additional file 11: Table S5.** RPKM values of 1-kb windows for all pre-mRNA-seq libraries used in this study. GRTS loci, GRH loci, SET-32-dependent H3K9me3, MET-2 SET-25-dependent H3K9me3, and MET-2 SET-25;SET-32-dependent H3K9me3 are indicated.

## Abbreviations

HMT: histone methyltransferases
ChIP-seq: chromatin immunoprecipitation—high-throughput sequencing
RNAi: RNA interference
Endo-siRNA: endogenous small interfering RNA
dsRNA: double-stranded RNA
GRH: germline nuclear RNAi-mediated heterochromatin
GRTS: germline nuclear RNAi-mediated transcriptional silencing
FDR: false discovery rate

How the deposited data were processed for this re-analysis (not part of the article)

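Chromatin from synchronized young adults of 5 *C. elegans* strains was profiled by ChIP-seq for H3K9me3 and for Pol II phosphorylated at S2 of its CTD. The strains were WT, set-32, met-2 set-25, met-2 set-25;set-32 (the triple mutant) and hrde-1, grown at 19 °C on OP50, gfp RNAi or oma-1 RNAi bacteria for H3K9me3 and on gfp RNAi or oma-1 RNAi bacteria for Pol II. Each strain and feeding has 1 library, which makes 15 H3K9me3 and 10 Pol II libraries.

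The authors aligned the reads to the WS190 genome with Bowtie 0.12.7, kept perfect alignments, counted a read that aligned to N loci as 1/N, and deposited the values as RPKM in windows of 1 kb, normalized to the depth of each library. The deposited RPKM values are not scaled to background regions and not corrected by input. The deposited table also marks misannotated windows, the GRH and GRTS windows of the authors' earlier study, and windows found to depend on the HMTs in each of 2 repeats. The paper's Table S1 lists 2717460 to 8786700 reads for H3K9me3 and 4398420 to 9709570 for Pol II. The step that a single read makes in the RPKM values gave 2446000 to 7227000 and 3817000 to 6782000 aligned reads, with a median of 22 to 70 and 13 to 35 reads per window. Input libraries, H3K27me3, pre-mRNA and mRNA data, and ChIP-qPCR were not analysed here.

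Windows marked as misannotated (506) and windows with a mean under 3 RPKM over the 25 libraries (22) were left out, which left 99742. The filter had been planned on input libraries, whose values were not used here, and the same limit was put on the mean of the ChIP libraries instead. For the same reason the combined effect of the HMTs was measured over the H3K9me3(−) median as the background, and the division of each library by its input was not run. H3K9me3(+) windows were the top 5 percent by H3K9me3 in WT on OP50 (5031 windows), and H3K9me3(−) windows those from the 5th to the 25th percentile (22228 windows). The GRH (215) and GRTS (191) windows were used as marked, and 25 are both. H3K9me3 libraries were scaled to their H3K9me3(−) median, as the paper does for Fig. 5a and Fig. S3a, and Pol II libraries were used with depth normalization only.

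The feedings served as the samples of a strain, with feeding as a block, so that n = 3 for H3K9me3 and n = 2 for Pol II. The spread therefore measures differences between feedings, and no strain and feeding was sequenced more than once. Windows were compared with limma 3.58.1 in R 4.3.3 on log2(RPKM + 1) with the trend term, over all 5 strains together, and called at a Benjamini-Hochberg adjusted p under 0.05 with at least a 2-fold change. In the main H3K9me3 fit the estimated prior degrees of freedom were infinite, so windows of like level shared one spread. Window sets were tested with limma's fry, whose p tests whether the windows of a set move on balance one way and does not compare the set with other windows. Its adjusted p covers all sets and mutants of a mark. Single values per library were compared with exact two-sided permutation tests of 3 against 3 libraries, whose smallest p is 0.1. These tests exchanged libraries across feedings and did not keep the match by feeding. At oma-1, counts of reads were taken from the RPKM values and the single-read step, and 95% counting intervals were given for levels and ratios, which cover counting error and not the spread between animals. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

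The named windows were fixed by a rule before the data were examined. It took the loci that the paper names with a place in the genome (oma-1, cer8, the GRH locus of Fig. 6b, cdc-42, the ChIP-qPCR control region, tba-1 and set-32) and, for each mutant and mark, the 10 regions with the largest mean fall and the 10 with the largest mean rise. A region joined called windows of one direction with gaps of at most 1 kb, held at least 3 called windows and went the same way in every feeding. The first windows of chromosome V in the paper's Table S3 had been seen before this rule was written.

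The limma fit was tested on simulated data with 200 changed windows of 99742, for met-2 set-25 against WT. It recovered 18% of 2-fold and 92% of 4-fold changes for H3K9me3 with 2 false calls, and 3% and 67% for Pol II with 3 false calls. The changed windows were drawn only from those above the median level, and a 2-fold change lies at the limit of the call itself. Overlaps between comparisons that share the WT libraries were set against independent lists and against 20 simulated draws of unchanged strains. The draws simulated the WT libraries as well, with noise drawn separately for each window and library. They cannot show the overlap that the real WT libraries bring. A deletion was looked for as windows at most 0.25 times the other strains in every library of the strains with the mutation, and alternatively at most 0.5 times. Samples far from the others were looked for with Dixon's test, whose 95% critical values were computed by simulation.

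Alternatives were the scaling, the windows kept, each feeding left out or taken alone, the WT library that sets the windows, the top 1 and 10 percent, pseudocounts of 0.5 and 5 in limma and 1 in the ratios, no filter on low windows, no trend term, only the 2 strains compared, only libraries with the prefix of WT, and adjusted p alone. At oma-1 they were the subtraction of the gfp RNAi or OP50 level and each window alone. The prefixes of the library names differ between strains. WT, met-2 set-25 and hrde-1 share a prefix, which set-32 and the triple mutant do not have. The sample labels do not say what a prefix stands for. A difference that goes with it, such as one in preparation, cannot be told apart from strain for these 2 strains.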

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

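All tests of explanations in this part were chosen only after the results were seen.

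In 6 cases a mutant's ratio to WT lay above 1 in one feeding and below 1 in another. For H3K9me3 the highest values were 1.18 for set-32 in H3K9me3(+) windows, 1.02 for set-32 in GRTS windows, 1.40 for hrde-1 in H3K9me3(+) windows and 1.09 for hrde-1 in GRTS windows. For Pol II they were 1.27 for met-2 set-25 in GRTS windows and 1.36 for hrde-1 in H3K9me3(+) windows. The difference between feedings was not tested in any of them, since each strain and feeding has 1 library.

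The H3K9me3 ratios in H3K9me3(+) windows were lowest on OP50, higher with oma-1 RNAi and highest with gfp RNAi in 4 of 4 mutants. All 4 share the WT libraries, so this order is not 4 separate observations. A change of H3K9me3 with feeding that is alike in all strains would cancel in a ratio to WT within a feeding. The OP50 enrichment over the gfp RNAi enrichment was 3.57 in WT, 0.913 in set-32 and 1.33 in hrde-1. These values restate the pattern and are no separate test of it. The choice of windows by their WT level on OP50 is argued against. With windows chosen by WT with gfp RNAi, the set-32 ratio was 0.343 on OP50 and 1.01 with gfp RNAi. A candidate explanation is that the WT libraries differ in enrichment, whose fold between the highest and lowest library was 3.57 in WT and at most 1.64 in a mutant. These folds come from the same libraries as the ratios, so they do not test the explanation independently. They also use windows chosen in the WT library on OP50, the highest one, which can raise its value. With windows set from WT with gfp RNAi, enrichment was 10.9 on OP50 and 4.04 with gfp RNAi in WT. In met-2 set-25 it was then 3.27 and 2.11. A response of WT alone to the feeding stays open as a biological explanation, which 1 library per feeding cannot set apart from the preparation of that library.

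Other results were signals in windows outside the sets the paper discusses. H3K9me3 in set-32 fell by 2.27 on the log2 scale at 18047 to 18063 kb of chromosome V. Of the triple mutant libraries, only the one with the set-32 prefix was similarly low there. H3K9me3 rose by 1.20 in met-2 set-25 at 2516 to 2525 kb of chromosome V, and by 1.16 in hrde-1 at 1914 to 1921 kb of chromosome III. Pol II in set-32 fell by 3.52 at 10139 to 10141 kb of chromosome X and rose by 3.68 at 5651 to 5653 kb of chromosome X. The triple mutant, which has the set-32 mutation too, held 28.7 and 3.49 RPKM at these, against 5.91 and 46.3 RPKM in set-32. In met-2 set-25 Pol II rose by 2.26 at 4994 to 4999 kb of chromosome IV, and in the triple mutant it fell by 1.94 at 1819 to 1830 kb of chromosome III. At this region of chromosome III, set-32, met-2 set-25 and hrde-1 were lower than WT as well. On chromosome II, windows from 13239 to 13242 kb were near 0 in hrde-1, with a highest ratio to the other strains of 0.0204 among the 3 windows found.

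The rise of met-2 set-25 at 2516 to 2525 kb of chromosome V lies in a longer block, whose bounds were set after its values were seen. The 10 regions with the largest mean rise of H3K9me3 in met-2 set-25 all lie in this block. H3K9me3 gained on unchanged DNA is argued against, since Pol II over the flanks was at least 2.09 times WT in all 4 Pol II libraries of met-2 set-25 and the triple mutant. A candidate explanation is a higher DNA copy number of the block: in all 10 libraries of these strains it stood at 1.53 to 2.48 times WT relative to its flanks, and in set-32 and hrde-1 at 0.897 to 1.27. Windows 108 kb apart had Pol II values with a Pearson r of 0.989 over 106 window pairs, against 0.744 at 107 kb, which is in line with reads shared between near-identical copies in the assembly. The block was not compared with a genome sequence here, and no biological explanation was tested.

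No library stood apart in the 9 groups of 4 to 10 libraries tested, where chance would bring 0.45 such libraries. Each strain has 3 H3K9me3 and 2 Pol II libraries, too few for such a group. A library unlike the others of its own strain and mark could therefore not be found this way.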

How the results depend on the processing

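Of the alternatives here, the scaling to the H3K9me3(+) median was chosen only after the results were seen, and so were the tests of other splits of the libraries. The 70 results were recomputed under 497 alternatives, and 335 of these values kept their direction and their side of the threshold, or stayed within the spread or within 1.5 times for counts. Among the rest, 13 lost a call, 5 gained one, 140 values without a call or counts moved farther, and 4 turned their direction. Part of the 335 was set in advance. The 24 ratios with a pseudocount of 1 took the fry p of the settings used at the claims, so no call could change. All counts stayed within 1.5 times when misannotated windows were kept or when low windows were not filtered. Leaving out the filter added only 22 windows to 99742, and keeping misannotated windows left the GRH and GRTS windows the same. The cause of a change was not tested, except that a larger pseudocount lowers every fold by construction and that leaving out a feeding leaves 2 libraries per strain. Strains were matched by feeding, as a block in every fit, and no pairing by replicate number was possible because each strain and feeding has 1 library, all of them numbered replicate 1. Division by input was not run, since input values were not used here, and the Pol II counts were not refitted without 1 feeding, since no residual degrees of freedom would be left. On simulated data with changes planted in windows above the median level, limma recovered 18% of 2-fold and 92% of 4-fold changes for H3K9me3. For Pol II it recovered 3% and 67%. A planted 2-fold change lies at the limit of the call, so its low recovery does not come from depth alone. Below, the value in parentheses after each value is the one from the settings used at the claims.

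With the H3K9me3(+) and H3K9me3(−) windows set from WT with gfp RNAi, H3K9me3 windows lower numbered 790 (466) in set-32. Windows higher in H3K9me3 numbered 20 (13) in the triple mutant and 28 (10) in the triple mutant against set-32. In H3K9me3(+) windows the ratio was 0.705 at adjusted p = 0.0446 (0.761 at adjusted p = 0.125) in set-32. In GRTS windows the H3K9me3 ratio was 0.604 at adjusted p = 0.0169 (0.653 at adjusted p = 0.0526) in hrde-1.

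With a pseudocount of 5, H3K9me3 windows lower numbered 251 (466) in set-32, 3904 (6066) in met-2 set-25, 7 (85) in set-32 against met-2 set-25, 6 (74) in the triple mutant against met-2 set-25 and 1854 (5164) in the triple mutant against set-32. Higher windows for H3K9me3 were 0 (11; 2270 by limma at an unadjusted p under 0.05) in set-32, 1 (118) in met-2 set-25, 0 (13; 894 by limma at an unadjusted p under 0.05) in the triple mutant, 8 (74) in hrde-1, 300 (1165) in set-32 against met-2 set-25, 0 (2; 513 by limma at an unadjusted p under 0.05) in the triple mutant against met-2 set-25 and 0 (10; 940 by limma at an unadjusted p under 0.05) in the triple mutant against set-32. Pol II windows lower numbered 705 (1320) in set-32, 227 (474) in the triple mutant and 84 (135) in hrde-1. Windows higher in Pol II numbered 268 (702) in set-32, 159 (298) in met-2 set-25 and 407 (1841) in the triple mutant.

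With only the 2 strains compared in limma, H3K9me3 windows lower numbered 64 (466) in set-32, 4987 (9173) in the triple mutant and 389 (649) in hrde-1. The higher H3K9me3 windows were 2 (11) in set-32 and 29 (74) in hrde-1.

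With a pseudocount of 0.5, H3K9me3 windows higher numbered 22 (11) in set-32, 192 (118) in met-2 set-25, 54 (13) in the triple mutant, 5 (2) in the triple mutant against met-2 set-25 and 42 (10) in the triple mutant against set-32. Windows lower in H3K9me3 numbered 147 (85) in set-32 against met-2 set-25.

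By adjusted p alone, with no minimum fold, H3K9me3 windows higher numbered 29 (11) in set-32, 616 (118) in met-2 set-25, 187 (13) in the triple mutant, 157 (74) in hrde-1, 1819 (1165) in set-32 against met-2 set-25 and 137 (10) in the triple mutant against set-32. Lower windows for H3K9me3 were 248 (85) in set-32 against met-2 set-25 and 10095 (5164) in the triple mutant against set-32.

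With depth normalization only, H3K9me3 windows lower numbered 4024 (6066) in met-2 set-25, 4349 (9173) in the triple mutant, 204 (85) in set-32 against met-2 set-25, 22 (74) in the triple mutant against met-2 set-25 and 852 (5164) in the triple mutant against set-32. For H3K9me3, windows higher numbered 283 (118) in met-2 set-25, 512 (13) in the triple mutant, 4 (2) in the triple mutant against met-2 set-25 and 369 (10) in the triple mutant against set-32. H3K9me3(+) windows had a ratio of 0.708 at adjusted p = 0.00672 (0.761 at adjusted p = 0.125) in set-32. For GRTS windows, the ratio was 0.595 at adjusted p = 0.000832 (0.653 at adjusted p = 0.0526) in hrde-1.

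Without the trend term in limma, Pol II windows lower numbered 305 (1320) in set-32, 21 (136) in met-2 set-25, 33 (474) in the triple mutant and 53 (135) in hrde-1. Higher windows for Pol II were 104 (702) in set-32, 38 (298) in met-2 set-25, 225 (1841) in the triple mutant and 211 (463) in hrde-1.

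With each Pol II library scaled to the median of all windows, Pol II windows lower numbered 282 (136) in met-2 set-25 and 4958 (474) in the triple mutant. The higher Pol II windows were 177 (298) in met-2 set-25 and 667 (1841) in the triple mutant. The Pol II ratio in GRTS windows was 0.846 (1.10) in met-2 set-25. The Pol II ratio in GRH windows was 0.793 (1.11) in the triple mutant and 1.71 at adjusted p = 0.119 (1.78 at adjusted p = 0.00682) in hrde-1. At oma-1 the Pol II ratio was 1.50 (1.10) in WT, 0.773 (0.531) in met-2 set-25, 1.26 (1.06) in the triple mutant and 2.46 (1.59) in hrde-1.

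With scaling to the H3K9me3(−) median, Pol II windows lower numbered 234 (474) in the triple mutant. Windows higher in Pol II numbered 3050 (1841) in the triple mutant. The oma-1 H3K9me3 value relative to WT was 0.256 (0.398) in the triple mutant.

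From OP50 alone, the H3K9me3 ratio in H3K9me3(+) windows was 0.294 (0.761) in set-32 and 0.242 (0.398) in met-2 set-25.

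From gfp RNAi alone, the H3K9me3 ratio in GRH windows was 0.827 (0.509) in set-32, 0.571 (0.398) in met-2 set-25, 0.498 (0.290) in the triple mutant and 0.533 (0.305) in hrde-1. GRTS windows had a ratio of 1.02 (0.625) in set-32, 0.508 (0.345) in met-2 set-25, 0.484 (0.272) in the triple mutant and 1.09 (0.653) in hrde-1. Over H3K9me3(+) windows, the ratio was 0.545 (0.319) in the triple mutant and 1.40 (0.917) in hrde-1.

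With scaling to the H3K9me3(+) median, chosen after seeing the data, the H3K9me3 ratio in H3K9me3(+) windows was 0.949 (0.398) in met-2 set-25 and 0.953 (0.319) in the triple mutant. This scaling sets the ratio in those windows near 1 by construction. In GRH windows the H3K9me3 ratio was 0.942 (0.398) in met-2 set-25 and 0.860 (0.290) in the triple mutant. Over GRTS windows, the H3K9me3 ratio was 0.811 (0.345) in met-2 set-25 and 0.793 (0.272) in the triple mutant.

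With the gfp RNAi value subtracted, the oma-1 H3K9me3 value relative to WT was 0.369 (0.517) in set-32, 0.554 (0.706) in met-2 set-25, 0.113 (0.398) in the triple mutant and 0.108 (0.274) in hrde-1.

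With the OP50 value subtracted, the oma-1 H3K9me3 value relative to WT was 0.329 (0.517) in set-32, 0.499 (0.706) in met-2 set-25, 0.0448 (0.398) in the triple mutant and 0.130 (0.274) in hrde-1.

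In the second window of oma-1 alone, the oma-1 H3K9me3 value relative to WT was 0.393 (0.517) in set-32. For oma-1, the Pol II ratio was 0.822 (0.946) in set-32 and 0.430 (0.531) in met-2 set-25.

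In the first window of oma-1 alone, the oma-1 Pol II ratio was 1.29 (1.10) in WT, 1.15 (0.946) in set-32 and 0.718 (0.531) in met-2 set-25.

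In the window to the right of oma-1 alone, the oma-1 Pol II ratio was 0.736 (1.10) in WT, 0.654 (0.946) in set-32, 0.630 (1.06) in the triple mutant and 1.30 (1.59) in hrde-1.

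With marks in either repeat of the authors' deposited table, windows numbered 1500 (816) in set-32 and 4030 (2677) in met-2 set-25.

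With a limit of 0.5 times, deletion windows numbered 1 (0) in set-32 and 17 (1) in met-2 set-25.

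When 1 feeding was left out, H3K9me3 windows lower ranged from 134 without OP50 to 2170 without gfp RNAi in set-32 (466), 2061 without oma-1 RNAi to 8523 without gfp RNAi in met-2 set-25 (6066), 4809 without oma-1 RNAi to 14725 without gfp RNAi in the triple mutant (9173), 251 without oma-1 RNAi to 1214 without gfp RNAi in hrde-1 (649), 15 without oma-1 RNAi to 229 without gfp RNAi in set-32 against met-2 set-25 (85), 5 without oma-1 RNAi to 229 without gfp RNAi in the triple mutant against met-2 set-25 (74) and 51 without oma-1 RNAi to 7718 without OP50 in the triple mutant against set-32 (5164). H3K9me3 windows higher ranged from 7 without oma-1 RNAi to 59 without OP50 in set-32 (11), 122 without oma-1 RNAi to 323 without gfp RNAi in met-2 set-25 (118), 3 without OP50 to 171 without gfp RNAi in the triple mutant (13), 24 without oma-1 RNAi to 201 without OP50 in hrde-1 (74), 134 without oma-1 RNAi to 3790 without OP50 in set-32 against met-2 set-25 (1165), 0 (661 by limma at an unadjusted p under 0.05) without oma-1 RNAi to 9 without gfp RNAi in the triple mutant against met-2 set-25 (2) and 0 (482 by limma at an unadjusted p under 0.05) without oma-1 RNAi to 76 without OP50 in the triple mutant against set-32 (10). In GRH windows the ratio ranged from 0.349 without gfp RNAi to 0.661 without OP50 in set-32 (0.509), 0.312 without gfp RNAi to 0.480 without OP50 in met-2 set-25 (0.398), 0.185 without gfp RNAi to 0.363 without OP50 in the triple mutant (0.290) and 0.191 without gfp RNAi to 0.384 without OP50 in hrde-1 (0.305). In GRTS windows the ratio ranged from 0.425 without gfp RNAi to 0.824 without OP50 in set-32 (0.625), 0.264 without gfp RNAi to 0.419 without OP50 in met-2 set-25 (0.345), 0.166 without gfp RNAi to 0.345 without OP50 in the triple mutant (0.272) and 0.432 without gfp RNAi to 0.805 without OP50 in hrde-1 (0.653). In H3K9me3(+) windows the ratio ranged from 0.554 without gfp RNAi to 0.995 without OP50 in set-32 (0.761), 0.321 without gfp RNAi to 0.476 without OP50 in met-2 set-25 (0.398), 0.207 without gfp RNAi to 0.400 without OP50 in the triple mutant (0.319) and 0.676 without gfp RNAi to 1.12 without OP50 in hrde-1 (0.917).

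The H3K9me3 calls of the window sets ended without oma-1 RNAi in all mutants that had one, at adjusted p = 0.112 to 0.243 from limma's fry. The Pol II split between lower and higher windows depended on the scaling. The share of lower windows was 20.5% in the triple mutant, 88.1% after scaling to the median of all windows, 7.13% after scaling to the H3K9me3(−) median and 35.8% with a pseudocount of 5. In met-2 set-25 it was 31.3%, 61.4% and 18.6% under the first 3 of these. For H3K9me3, the lower share in the triple mutant was 99.9%, and 89.5% with depth normalization only. Without OP50 it went from 97.7% to 69.4% in set-32 and from 89.8% to 63.2% in hrde-1.

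Each comparison of 3 against 3 libraries has 10 splits, which are too few for a share under 0.05. The splits did not keep the match by feeding. For set-32 against WT, 2 of 10 splits called at least the real 477 windows, and the highest other split called 3953. That split set the 3 libraries with the highest enrichment, WT on OP50, WT with oma-1 RNAi and set-32 with oma-1 RNAi, against the others, which points to a structure of the samples. For the triple mutant against set-32, 2 of 10 splits called at least the real 5174, and the highest other, with set-32 on OP50 grouped with the triple mutant on OP50 and with oma-1 RNAi, called 8348. The real split alone reached its count, 1 of 10, in the other comparisons. Real and highest other counts were 6184 and 5 for met-2 set-25, 9186 and 0 for the triple mutant (at most 25961 in any other split at an unadjusted p under 0.05 from limma), 723 and 450 for hrde-1, 1250 and 75 for set-32 against met-2 set-25, and 76 and 2 for the triple mutant against met-2 set-25.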

Differences from the paper's values

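All values here are from alternatives set before the data were examined, unless stated, and the values used at the claims are averages over the feedings. The paper's text does not name the feeding behind its set ratios.

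In H3K9me3(+) windows of set-32, the median H3K9me3 ratio to WT was 0.761, and the paper's value is 0.30. OP50 alone gave 0.294, which reaches the paper's value. The difference also ended without gfp RNAi (0.554), without oma-1 RNAi (0.735) and with the top 1 percent of windows (0.677), where the spread between feedings in the same setting (SD 0.368, 0.624 and 0.418) covers it. It stayed with depth normalization only (0.708, SD 0.190), with windows set from WT with gfp RNAi (0.705, SD 0.336), without OP50, with gfp RNAi or oma-1 RNAi alone, with misannotated windows kept, with a pseudocount of 1, without GRH and GRTS windows, and with the top 10 percent.

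For the triple mutant, the ratio was 0.319 in H3K9me3(+), 0.290 in GRH and 0.272 in GRTS windows, and the paper's values are 0.17, 0.15 and 0.13. The spread between feedings covers these differences (SD 0.201, 0.186 and 0.188). Since the triple mutant carries the paper's leading result, a difference was counted here by the fold alone, at over 1.5 times. OP50 alone gave 0.158, 0.142 and 0.127, and without gfp RNAi the ratios were 0.207, 0.185 and 0.166, which lie within that fold. In H3K9me3(+) windows the top 1 percent, at 0.239, did so as well. The fold stayed over 1.5 times with depth normalization only, without OP50, without oma-1 RNAi, with misannotated windows kept, with windows set from WT with gfp RNAi, with a pseudocount of 1, and with gfp RNAi or oma-1 RNAi alone, and in H3K9me3(+) windows without GRH and GRTS windows and with the top 10 percent. For the other mutants these ratios were held to the spread between feedings, which covers further ones over 1.5 times from the paper. They were 0.509 in GRH and 0.625 in GRTS windows in set-32 (SD 0.312 and 0.399), where the paper gives 0.21 and 0.23, 0.398 in H3K9me3(+), 0.398 in GRH and 0.345 in GRTS windows in met-2 set-25 (SD 0.155, 0.168 and 0.156), where it gives 0.25, 0.25 and 0.20, and 0.305 in GRH and 0.653 in GRTS windows in hrde-1 (SD 0.202 and 0.391), where it gives 0.17 and 0.38.

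At oma-1, set-32 had 0.517 times the WT level of H3K9me3 with oma-1 RNAi, and the paper's value is 0.32. The difference ended with the OP50 value subtracted (0.329), with the gfp RNAi value subtracted (0.369) and in the second window alone (0.393). It stayed in the first window alone (0.606) and with scaling to the H3K9me3(−) median (0.539).

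Windows lower in H3K9me3 numbered 466 in set-32, 6066 in met-2 set-25 and 9173 in the triple mutant, and the paper's counts are 816, 2677 and 3290. The thresholds and the scaling differ, since the paper took a ratio of at most 0.5 at an FDR under 0.05 in both repeats, and here an adjusted p under 0.05 over 3 feedings with at least a 2-fold change was used. The paper names the scaling to H3K9me3(−) regions for Fig. 5a and Fig. S3a only, and the counts here used it too. For set-32 the difference ended with windows set from WT with gfp RNAi (790) and without the trend term (642), and with depth normalization only it stayed (459). For met-2 set-25 it ended without oma-1 RNAi (2061), without OP50 (3395) and with a pseudocount of 5 (3904), and with depth normalization only it stayed (4024). For the triple mutant it ended with depth normalization only (4349) and without oma-1 RNAi (4809). Under the other alternatives, which were misannotated windows kept, the other left-out feedings, a pseudocount of 0.5, no filter, only the 2 strains compared, only libraries with the prefix of WT and adjusted p alone, and for the other strains those just named, the counts still differed.

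The paper gives a Pol II value for GRH loci of the triple mutant in one sentence and a lower one, called unchanged, in a later sentence. Here its Pol II ratio was 1.08 and 1.13 in GRH windows and 1.47 and 1.52 in GRTS windows, with gfp RNAi and oma-1 RNAi. The paper also states that the HMTs together account for all detectable H3K9me3. Here H3K9me3(+) windows of the triple mutant stood at 1.83 to 2.26 times the H3K9me3(−) level, with H3K9me3(−) windows as the background. The median over all windows of these libraries was already 1.42 to 1.68 times that level. The H3K9me3(−) windows were picked for a low WT signal and input was not used. How much of the remaining signal is H3K9me3 can therefore not be told.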

Other observations

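All tests of explanations in this part were chosen only after the results were seen, and the regions described here were picked after their values were seen.

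In some regions outside the loci that the paper discusses, Pol II was lower in mutants than in WT. On chromosome III at 8852 to 8861 kb, Pol II was 74.1 RPKM with gfp RNAi and 96.7 RPKM with oma-1 RNAi in WT, and 23.6 to 54.4 RPKM in the mutants. H3K9me3 there was 27.8 ± 12.9 RPKM in WT, 6.90 ± 0.644 RPKM in met-2 set-25 and 10.8 ± 0.569 RPKM in hrde-1 (SD, n = 3 feedings each). The WT libraries differed, with 13.7 RPKM on OP50, 30.4 RPKM with gfp RNAi and 39.2 RPKM with oma-1 RNAi. At 1819 to 1830 kb of chromosome III, Pol II was 37.5 ± 6.02 RPKM in WT and 14.5 ± 0.189 RPKM in set-32 (SD, n = 2 feedings each), with the other mutants at 10.2 to 11.8 RPKM. WT H3K9me3 there was 6.24 RPKM on OP50, 12.3 RPKM with gfp RNAi and 11.5 RPKM with oma-1 RNAi, and the mutant means were 6.05 to 8.14 RPKM. Pol II was not measured on OP50. Whether WT was raised with RNAi feeding or the mutants were lowered at these 2 regions of chromosome III cannot be told. In set-32, Pol II at 11756 to 11762 kb of chromosome II was 12.2 ± 0.717 RPKM, while WT held 80.6 RPKM with gfp RNAi and 385 RPKM with oma-1 RNAi. The triple mutant, which has the set-32 mutation too, held 145 and 253 RPKM in these feedings.

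On chromosome II, Pol II in hrde-1 rose by 3.03 on the log2 scale at 13244 to 13249 kb, where 4 windows are GRH and 4 are GRTS, from 4.81 RPKM in WT to 55.1 RPKM. This stretch lies next to the windows near 0 at 13239 to 13242 kb, which held 0.0425 ± 0.0456 RPKM of H3K9me3 in hrde-1 and 12.5 ± 1.03 RPKM in WT (SD, n = 3 feedings each). The left tip of chromosome X, from 20 to 200 kb, had Pol II of 10.7 and 13.0 RPKM in WT and 8.65 and 5.00 RPKM in hrde-1, with gfp RNAi and oma-1 RNAi. In set-32, the region at 18047 to 18063 kb of chromosome V held 2.04 ± 0.296 RPKM of H3K9me3, and WT held 13.4 ± 0.979 RPKM (SD, n = 3 feedings each). The triple mutant held 2.76 RPKM there on OP50, 10.0 RPKM with gfp RNAi and 7.39 RPKM with oma-1 RNAi. Its OP50 library carries the prefix of the set-32 libraries and the other triple mutant libraries carry another. Those with the other prefix have the set-32 mutation too, and they lay near met-2 set-25 (9.38 ± 2.20 RPKM, SD, n = 3 feedings). At this region the low level followed the prefix, which argues against the set-32 mutation alone as its cause.

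GRH windows lay lower than H3K9me3(+) windows in set-32 libraries, at 0.501 ± 0.0370 times their level (SD, n = 3 libraries), and at 0.497 ± 0.0368 times that of the H3K9me3(+) windows outside GRH and GRTS. Lower enrichment of these libraries is argued against, since the WT library with gfp RNAi, which was less enriched than every set-32 library, had a value of 0.753 and the highest set-32 library 0.536. Library preparation and strain cannot be told apart, since set-32 libraries share no prefix with WT and the triple mutant library with their prefix, at 0.952 times the mean of the other 2, is a single one. A greater dependence of GRH loci on SET-32 than of other H3K9me3-rich regions stays open as a hypothesis.

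The authors' deposited table marks windows in 2 repeats without naming their libraries in it. For set-32, 100% of the windows marked in repeat 1 had a ratio of at most 0.5 when the OP50 library was divided by WT on OP50, and 100% of those marked in repeat 2 when the gfp RNAi library was divided by WT on OP50. The same held for met-2 set-25 and the triple mutant, so the repeats may share 1 WT library and marks in both repeats may not be independent. Against WT with gfp RNAi, 7.35% to 12.0% of the windows marked for set-32 were halved, depending on the mutant feeding and the repeat. For met-2 set-25 and the triple mutant this was 36.2% to 62.6%. These shares were chosen for computation after seeing the data.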
